# Dasatinib and quercetin senolytic treatment delays early onset intervertebral disc degeneration in SM/J mice

**DOI:** 10.1038/s41413-026-00526-4

**Published:** 2026-04-14

**Authors:** Emanuel J. Novais, Olivia K. Ottone, Sanjana Jagannath, Esther Jesutofunmi Akande, Ruteja A. Barve, Makarand V. Risbud

**Keywords:** Bone, Homeostasis

## Abstract

Genetic background is a major determinant of disc degeneration, a leading cause of chronic back pain and disability. Herein, we demonstrate that premature disc cell senescence contributes to early-onset degeneration in SM/J mice and test two systemic senotherapeutic strategies to mitigate it: Navitoclax (Nav.) and a cocktail of Dasatinib and Quercetin (DQ). While Nav. treatment did not improve severe degeneration in SM/J mice or senescence status, DQ-treated mice showed lower grades of degeneration and a decreased abundance of senescence markers, including p19ARF, p21, and the senescence-associated secretory phenotype (SASP). DQ improved disc cell viability and phenotype retention and retarded fibrosis of the nucleus pulposus tissue. Transcriptomic analysis revealed tissue-specific effects of the treatment, with cell cycle regulation and JNK signaling being commonly affected across different tissue types. A comparison of SM/J data with DQ-mediated aging-dependent amelioration of disc degeneration in C57BL/6 N mice identified *Junb* and *Zfp36l1* signaling as shared DQ targets in the mouse disc. Notably, the in vitro inhibition studies of the JUN pathway in human degenerated NP cells mimicked the benefits of DQ, namely, a reduction in senescence and SASP. This study reinforces the efficacy of senolytic treatment in ameliorating local senescence and intervertebral disc fibrosis.

## Introduction

Low back pain (LBP) and neck pain rank among the top causes of years lived with disability.^1^ Though the etiology of LBP is multifactorial, patients with intervertebral disc degeneration are three times more susceptible to LBP.^2^ The intervertebral disc sandwiched between the adjacent vertebrae confers spinal flexibility and accommodates loading.^3^ This ability results from the interaction of the disc compartments: the central, glycosaminoglycan-rich nucleus pulposus (NP); the circumferential, annulus fibrous (AF), comprised of highly organized collagen fibrils; and endplates (EP), which consist of a thin layer of hyaline cartilage and a subchondral bone plate.^4^ Each compartment is distinguished by its extracellular matrix, which maintains largely non-proliferative cells adapted to accommodate the physiological avascular and hypoxic conditions of the disc.^5,6^ Degeneration affects each disc compartment, and abnormal function of any of them influences the degenerative cascade of the others.^7^ Broadly, the degenerative process is characterized by altered extracellular matrix (ECM) organization and composition,^8^ loss of biomechanical properties,^9^ increased inflammatory mediators and catabolic processes, changes in cell phenotype, cell death,^10^ and senescence.^11,12^

Among many factors contributing to disc degeneration, genetic predisposition is one of the major contributors to the disease process.^13^ Battié et al. demonstrated that genetics is the top predisposing factor to disc degeneration, followed by aging and loading in humans.^14^ Many studies have described a correlation between the disease and several single-nucleotide polymorphisms related to extracellular matrix,^15^ matrix catabolism,^16^ inflammation,^17^ and cell signaling.^18^ More recently, we and others have shown that the genetic background governs the susceptibility to disc degeneration and the progression into specific disease sub-phenotypes, including fibrosis, ectopic calcification and herniation in mice.^19–21^

Mechanistic studies of disc degeneration have been hindered by the need for suitable animal models that recapitulate human pathology without the use of genetic manipulation or injury. Recent studies have shown that the SM/J, an inbred mouse strain exhibiting poor healing ability, first described in the context of cartilage regeneration, undergoes spontaneous disc degeneration, replicating key molecular, phenotypic, and functional features, including aging-associated disc herniation and back pain in humans.^9,19,21^ The SM/J mouse is a promising model for studying disc degeneration due to its early onset, which recapitulates age-related phenotypes as early as 17 weeks.^9,21^ Additionally, these mice, unlike progeria models, present a comparable lifespan to other common models, such as C57BL/6.^19,22^ In other musculoskeletal fields, SM/J has been presented as a useful tool for advanced intercross line studies to identify quantitative trait loci associated with susceptibility to osteoarthritis and osteoporosis.^23,24^ However, the cellular mechanisms driving early-onset disc degeneration in SM/J mice remain relatively unexplored.

Several studies have demonstrated the role of senescence in intervertebral degeneration in humans and mice.^10,11^ Senescence is broadly characterized by cell cycle arrest, resistance to apoptosis, and the production of inflammatory and catabolic factors, collectively known as the senescence-associated secretory phenotype (SASP).^25^ The increased expression of cell cycle inhibitors such as p21, p53, p16^INK4a^, and p19^ARF^ across tissues is a hallmark of this cell stage.^26^ This senescent cell state causes local fibrosis, loss of regenerative capacity, and, ultimately, tissue degeneration.^25^ Genetic and natural aging models have demonstrated that targeting senescence can modulate the progression of disc disease and back pain.^10,27,28^ Similarly, using cultured human disc cells, Cherif et al. demonstrated that the effective clearance of senescent disc cells reduced inflammatory signaling following senolytic intervention^29^; however, there is limited knowledge about the applicability and success of senolytic treatments in targeting different phenotypes of disc degeneration in vivo.

Senolytic therapies, which selectively induce apoptosis of senescent cells, have gained substantial traction in musculoskeletal pathologies since they were first described in 2015.^30^ Several compounds, such as ABT-263 (Navitoclax, Nav.), which targets the BCL-2 pathway^31^; BCL-XL inhibitors like A1331852 and A1155463^32^; flavonoids, including Quercetin, Fisetin, and Piperlongumine; and Src/tyrosine kinase inhibitors^26^ are shown to successfully remove senescent cells. Among the senotherapeutic compounds being studied, the combination of Dasatinib (D) – a Src/tyrosine kinase inhibitor – and Quercetin (Q) – a natural flavonoid that binds to BCL-2 and modulates transcription factors, cell cycle proteins, pro- and anti-apoptotic proteins, growth factors, and protein kinases^33^ – (DQ) has shown the most promising results, with low toxicity.^12^ Accordingly, DQ was the first senolytic approach used in clinical trials, showing efficiency in clearing senescent cells in humans and improving and promoting physical function.^34,35^ In the context of disc degeneration, we have recently demonstrated that systemic treatment with a DQ cocktail can effectively reduce the age-associated senescence burden and disc degeneration in C57BL/6 N (B6N) mice.^36^

In this study, we demonstrate that early-onset, spontaneous disc degeneration in SM/J mice is associated with elevated senescence burden. Importantly, we determined the efficacy of systemic DQ and Nav. treatment in targeting senescence in the disc and alleviating the early onset of degenerative processes. Notably, our results show that DQ, but not Nav., reduces the severity of disc degeneration and the senescence burden by targeting the *Jun* and *Zfp36l1* signaling pathways. This work further supports the potential of systemically delivered DQ to ameliorate the effects of early-onset, spontaneous disc degeneration and contribute to deciphering the mechanisms of senotherapeutic systems, which may support future clinical applications.

## Results

### SM/J mice show a high senescence burden which coincides with the progression of disc degeneration

SM/J mice show early onset, spontaneous disc degeneration, recapitulating several salient features of human degeneration by the time animals are 17 weeks old.^9,21^ Considering the role of cellular senescence in intervertebral disc degeneration,^10,11,12^ we investigated the senescence status of SM/J discs at 4 weeks, prior to the conspicuous cell death in the NP compartment.^9^ Interestingly, 4-week-old SM/J caudal discs presented higher levels of senescence markers p19 (Fig. 1a–a”) and p21 (Fig. 1b–b”), compared to C57BL/6 J (B6J) mice, which expresses these markers with aging, between 18-24 months.^10,12^ To investigate the contribution of cell senescence to progression of degeneration in SM/J mice, global transcriptomic analysis was conducted on 4- and 17-week-old NP and AF tissues, which showed distinct profiles at the both timepoints (Fig. 1c). 

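Gene expression was measured with Clariom S Mouse arrays in NP and AF tissues dissected from SM/J tail discs. The age comparison held 4 NP and 4 AF arrays from mice aged 4 weeks and 6 NP and 6 AF arrays from vehicle-treated mice aged 17 weeks, where a legend of the paper gives n = 6 for 4-week-old mice. In the labels, the arrays of the 2 ages form separate sets, so age and array set cannot be told apart. The 17-week mice had also received vehicle injections. The authors normalized the arrays by SST-RMA and deposited a log2 signal for every probe set of every array. The median log2 signal per array lay between 6.935 and 7.007 in NP at 4 weeks and between 7.011 and 7.235 in NP at 17 weeks. In AF, it lay between 6.888 and 6.905 at 4 weeks and between 7.028 and 7.154 at 17 weeks. For arrays, their number limits the precision. Control probe sets (6640) were left out, and the other 22206 were compared between the ages within each tissue by limma, with Benjamini-Hochberg adjustment over all of them. The thresholds were those of the paper, a fold change above 2 with an adjusted p below 0.05 in NP and a fold change of at least 2 with an adjusted p below 0.001 in AF. A single gene is said to rise or fall where its adjusted p was below 0.05. Symbols were taken from the authors' deposited tables, which name 57.6% of the probe sets tested, and the probe set with the highest mean signal stood for a gene with several. No probe set outside the authors' age tables passed an adjusted p of 0.05 here. Probe sets with several symbols stood for no gene, and symbols were matched exactly. A listed gene without a name therefore did not pass, is not on the array, or is listed only with several symbols or under another symbol. Lists of genes were tested by camera, a limma test that compares the genes of a list with other genes, at a preset correlation of 0.01 between genes. The other genes were those named in the authors' tables. These tables hold probe sets that passed a threshold, so the background is not the whole array. The study's detection filter and its limit to protein-coding genes were not repeated. The group averages of these arrays matched those in the authors' age tables within 0.01 log2 units in all 5163 NP and 11294 AF probe sets that the tables list. The median change of all probe sets with age was 0.09 in NP and 0.11 in AF, and it was -0.01 and -0.03 after quantile normalization.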

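Between 4 and 17 weeks, mitotic genes fell in both NP and AF of SM/J mice and bone markers fell in AF, with large rises of other genes. In NP, Pbk, a mitotic kinase, fell by 4.11 on the log2 scale (standard error 0.28, adjusted p = 6.5e-06 from limma) and Mest, an imprinted gene of growing tissue, fell by 4.22 (standard error 0.46, adjusted p = 2e-04). In AF, Prg4, which encodes the lubricant lubricin, rose from 9.99 ± 0.21 (SD, n = 4) to 16.03 ± 0.59 (SD, n = 6), a log2 change of 6.04. Igf2, a fetal growth factor, fell from 15.97 ± 0.45 (SD, n = 4) to 8.95 ± 0.23 (SD, n = 6) in AF. In all, 3066 probe sets were called in NP, 1677 higher and 1389 lower at 17 weeks, and 4069 in AF, 2130 higher and 1939 lower. After median centring of the arrays, more probe sets were lower than higher in NP. Of the called probe sets, 1067 were higher and 739 lower in both tissues, where 161 and 121 would be shared if the calls of the tissues were independent. The tissues share the animals and the array set at 4 weeks, so their calls are not independent by design. The first principal component of the 2000 most variable probe sets held 44.4% of the variance in NP and 69.8% in AF, and it separated the ages in both tissues. The distance between the ages on the first components was the largest of 210 groupings of the arrays in each tissue (exact permutation test, p = 0.0048, the smallest p that the groupings allow). Without AF 4-week replicate 90, 91 or 93, the AF count was 2494, 2410 or 2394.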

To gain insight into the functional implications of these transcriptomic changes, the CompBio analysis tool (https://gtac-compbio-ex.wustl.edu.) was used to determine thematic associations among differentially expressed genes^36,37^ (full results in Supplementary File 1). 

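Among glycosylation genes of the NP, the alpha-2,3-sialyltransferase St3gal6 rose from 9.00 ± 0.60 (SD, n = 4) at 4 weeks to 10.53 ± 0.55 (SD, n = 6) at 17 weeks. This is a log2 change of 1.52 (standard error 0.33, adjusted p = 0.0078 from limma). St8sia3, which builds polysialic chains, rose by a log2 change of 1.51 (standard error 0.37, adjusted p = 0.013) and the alpha-2,6-sialyltransferase St6gal2 by 1.19 (standard error 0.27, adjusted p = 0.0097), while St8sia1 fell by 1.28 and St3gal1 by 1.13. By the authors' averages, St8sia3 and St6gal2 lay at 5.25 and 5.23 at 4 weeks, below the median of the array's negative control probe sets (6.42). At 17 weeks they lay at 6.68 and 6.26, near that median (6.64). Dim probe sets rose more often than they fell in NP (529 and 165 of the 5552 dimmest). Of 20 listed sialyltransferases, 14 have a name in the tables, of which 3 rose, 2 fell and 9 did not pass the test (3 and 2 when adjusted over the list alone), and camera gave an adjusted p of 0.98. Of 17 named ephrins and Eph receptors (22 listed), the ligands and receptors of contact signaling between cells, 4 rose, 4 fell and 9 did not pass (4 and 4 when adjusted over the list alone; camera adjusted p = 0.98). Epha4 rose by 3.25 (standard error 0.33, adjusted p = 0.00016) and Epha1 by 1.24, while Ephb1 fell by 1.37 and Ephb4 by 1.10. Lgals3, which encodes the galactose-binding lectin galectin-3, rose by 1.87 (standard error 0.17, adjusted p = 7.9e-05) and Trf, which encodes transferrin, by 2.58 (standard error 0.30, adjusted p = 3e-04). All 14 genes that the paper's supplement lists for beta-galactoside alpha-2,6-sialyltransferase activity and all 25 of its EPH-Ephrin theme were higher at 17 weeks in the authors' NP table, which is not independent evidence, since they were chosen from these arrays. With a mean of red cell markers as a covariate, the change of St3gal6 was -0.17. That mean has 2 members, and age explains 83.4% of its variance in NP. The fit therefore removes much of the age change itself and cannot tell blood from age.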

Notably, analysis of upregulated DEGs in 17-week-old SM/J NP tissue showed enrichment for *Beta-galactoside Alpha-2,3-sialytransferase Activity* and *EPH-Ephrin Signaling*, which have implications in cellular senescence and response to senolytic compounds, such as Dasatinib^38,39^ (Fig. 1d, Fig. S1A). In the AF transcriptome, signatures associated with *VEGF-A Complex*, *IL1, and Megakaryocytes in Obesity*, *Hypokalemic Alkalosis*, and *Negative Regulation of TORC2 Signaling* increased during degeneration, demonstrating several molecular hallmarks of disc degeneration (Fig. 1e, Fig. S1. B–B”). 

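In the AF, the angiogenic growth factor Vegfa rose from 13.38 ± 0.26 (SD, n = 4) to 14.84 ± 0.45 (SD, n = 6), a log2 change of 1.46 (standard error 0.25, adjusted p = 0.00041 from limma). Vegfb rose by a log2 change of 1.24 (standard error 0.20, adjusted p = 0.00029). By the authors' averages, Vegfb lay at 4.32 at 4 weeks and 5.71 at 17 weeks. Both values are below the median of the array's negative control probe sets at that age (6.58 at 17 weeks). Dim probe sets rose more often than they fell in AF (1786 and 367 of the 5552 dimmest). Lyve1, a hyaluronan receptor of lymphatic vessels and macrophages, rose by 1.75 (standard error 0.28, adjusted p = 0.00027). Other members of the family went the other way, and Pgf, a VEGF receptor ligand, fell by 2.67, the VEGF co-receptor Nrp2 fell by 3.66 and the apelin receptor Aplnr fell by 2.95. Of 20 listed genes of VEGF signaling and angiogenesis, 4 rose, 13 fell and 3 have no name in the tables (the same counts when adjusted over the list alone). The list was lower by camera (adjusted p = 0.003), a call that was lost at an adjusted p = 0.19 with an estimated correlation. Of 13 listed endothelial markers, 11 fell and 2 have no name, with falls of Cdh5 by 3.19 and Kdr by 3.38 (camera adjusted p = 0.00029, and adjusted p = 0.2 with an estimated correlation). The chemokine receptor Ccr7 rose by a log2 change of 2.69 (standard error 0.27, adjusted p = 6.6e-06) and the B cell chemokine Cxcl13 by 2.05 (standard error 0.27, adjusted p = 6.5e-05), while 6 of 7 named B cell markers (9 listed) and 5 of 7 named genes of MHC class II (11 listed) fell, and 1 and 2 rose. Of the genes in the paper's themes, all 39 matched genes of the VEGF-A complex, 18 of IL1 and megakaryocytes, 26 of hypokalemic alkalosis and 10 of TORC2 signaling were higher in the authors' AF table. These counts use the sheet titled NP downregulated, of whose 157 genes 156 are higher in the authors' AF table. These lists were drawn from the genes higher in these arrays, so their direction is not independent evidence.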

In line with these findings, downregulated themes in the NP enriched around several matrix and cell cycle-related themes, including *CDK1 phosphorylates condensing* and *Transcription of E2F Targets, Heparan Sulfate 2-O-sulfotransferase Activity, and TNFR1-induced NFκB signaling pathway* (Fig. 1f, Fig. S1C–C”). Similarly, the downregulated themes in the AF were enriched for processes such as *RUNX2 regulates osteoblast differentiation*, *Arp2/3 Complex Binding*, and *Sos-mediated nucleotide exchange of Ras* (Fig. 1g, Fig. S1D–D’).

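Mitotic genes fell together in the NP, as they did in the AF. Top2a, the topoisomerase of dividing cells, fell from 10.08 ± 0.38 (SD, n = 4) at 4 weeks to 6.87 ± 0.25 (SD, n = 6) at 17 weeks, a log2 change of -3.21 (standard error 0.21, adjusted p = 6.2e-06 from limma). The chromosome motor Kif4 fell by 3.30 (standard error 0.28, adjusted p = 5.4e-05), the kinase Aurkb by 3.15 and Cdc20, an activator of the anaphase-promoting complex, by 2.85. The condensin subunits Smc2 and Ncapg fell by 1.44 and 1.41. Of 37 named genes of mitosis and condensin (39 listed), 36 fell, none rose and 1 did not pass (36 fell when adjusted over the list alone). The mean of this list was 6.93 ± 0.32 (SD, n = 6) at 17 weeks and 9.11 ± 0.42 (SD, n = 4) at 4 weeks, and each array at 17 weeks lay below each at 4 weeks (exact permutation test, p = 0.0048). In AF, 33 of the 37 fell and 4 did not pass (33 fell when adjusted over the list alone), and the mean was 6.41 ± 0.15 (SD, n = 6) at 17 weeks and 8.45 ± 0.12 (SD, n = 4) at 4 weeks (exact permutation test, p = 0.0048). There, camera gave an adjusted p of 2.3e-10, and adjusted p = 0.047 with an estimated correlation. Of 23 named genes of DNA replication (30 listed) in NP, 18 fell, 1 rose and 4 did not pass (19 and 1 when adjusted over the list alone), with Rrm2, which makes deoxynucleotides, at -2.22 and the helicase subunit Mcm4 at -1.74. In NP, both lists were lower by camera (adjusted p = 9.2e-21 and 2.1e-06), and neither call held (adjusted p = 0.44 for each with an estimated correlation). Of 16 named genes that make, modify or carry heparan sulfate (28 listed), 6 fell, 2 rose and 8 did not pass (6 and 2 when adjusted over the list alone; camera adjusted p = 0.11). Hs2st1, the heparan sulfate 2-O-sulfotransferase, fell by 1.79 (standard error 0.31, adjusted p = 0.003) and the core protein Sdc3 by 2.85. Of 13 named genes of NF-kB signaling and inflammation (28 listed), 4 rose, 2 fell and 7 did not pass (4 and 2 when adjusted over the list alone; camera adjusted p = 0.67). Nfkb1 fell by 1.37 and the receptor Tnfrsf1a by 1.08, while the adhesion molecule Icam1 rose by 1.79.

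**Figure D1:**
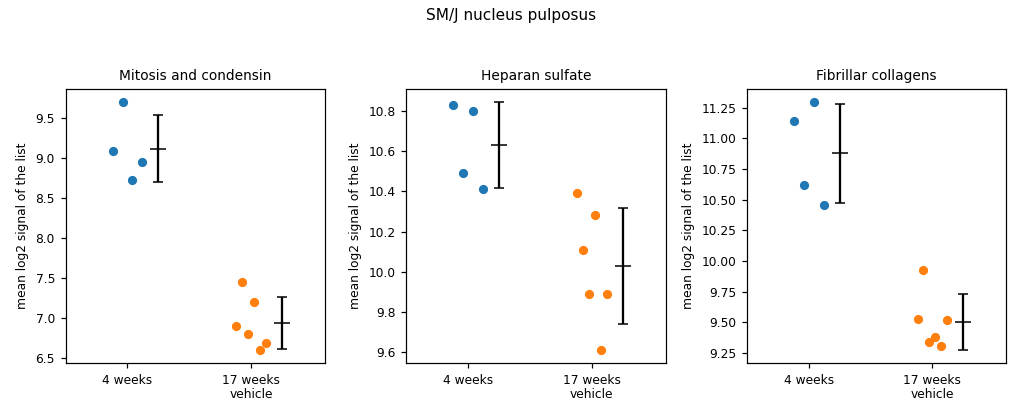
Mean log2 signal of the genes of each list in NP arrays of SM/J mice at 4 weeks (4 arrays) and 17 weeks with vehicle (6 arrays). Points are arrays and bars are the mean and SD; the list of mitosis and condensin averages 9.11 at 4 weeks and 6.93 at 17 weeks.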

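The extracellular matrix list of fibrillar collagens and their cross-linking enzymes held 26 named genes (31 listed). In NP, 18 fell, 1 rose and 7 did not pass (18 and 1 when adjusted over the list alone). Col1a1 fell from 13.79 ± 0.68 (SD, n = 4) to 11.01 ± 0.37 (SD, n = 6), a log2 change of -2.78 (standard error 0.30, adjusted p = 2e-04 from limma), and the collagen VI chains Col6a1 and Col6a2 fell by 2.47 and 2.84. Of 19 named genes of the cartilage matrix (26 listed), 10 fell, none rose and 9 did not pass (11 fell when adjusted over the list alone), with Col2a1 at -1.75 and Matn3 at -2.42. Both lists were lower by camera (adjusted p = 5.1e-07 and 0.00011), and neither call held (adjusted p = 0.49 and 0.65 with an estimated correlation). Of 6 named annulus fibrosus markers (12 listed), 3 fell, 1 rose and 2 did not pass (3 and 1 when adjusted over the list alone; camera adjusted p = 0.42), and of 7 named chondrocyte markers (10 listed), 4 fell, none rose and 3 did not pass (4 fell when adjusted over the list alone; camera adjusted p = 0.013, and adjusted p = 0.65 with an estimated correlation). The theme genes that the supplement lists were all lower in the authors' NP table: 114 matched genes for condensin phosphorylation, 129 for E2F targets, 132 for heparan sulfate 2-O-sulfotransferase activity and 17 for TNFR1-induced NF-kB signaling. The supplement's sheet with these themes is titled AF upregulated, and its 485 genes are all lower in the authors' NP table. They were taken from the genes lower in these same arrays, which is not independent evidence.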

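Genes of bone formation and bone resorption were among the largest losses of the AF. Dmp1, a matrix protein of osteocytes, fell from 16.52 ± 0.23 (SD, n = 4) at 4 weeks to 8.80 ± 1.02 (SD, n = 6) at 17 weeks, a log2 change of -7.72 (standard error 0.44, adjusted p = 1.5e-07 from limma). Acp5, the tartrate-resistant acid phosphatase of osteoclasts, fell by 8.14 (standard error 1.07, adjusted p = 5.6e-05) and the collagenase Mmp13 by 7.19 (standard error 0.74, adjusted p = 8.2e-06). Runx2, the transcription factor of osteoblast differentiation, fell by 2.90 (standard error 0.33, adjusted p = 1.8e-05) and Sp7, which acts after it, by 4.51 (standard error 0.34, adjusted p = 8.7e-07). Of 11 listed osteoblast and osteocyte markers, 9 fell, 1 rose and 1 did not pass (9 and 2 when adjusted over the list alone). All 9 listed osteoclast markers, 6 of 7 listed markers of hypertrophic chondrocytes and 7 of 10 listed markers of chondrocytes fell, the others having no name, the same counts as when adjusted over the list alone, with Atp6v0d2 at -5.47, Ctsk at -3.91, Col10a1 at -4.44 and Ihh at -4.10. The osteoblast list averaged 12.45 ± 0.24 (SD, n = 4) at 4 weeks and 8.72 ± 0.55 (SD, n = 6) at 17 weeks, with no overlap between the ages (exact permutation test, p = 0.0048). Camera gave adjusted p = 4e-04, 4.5e-05, 0.00035 and 0.00029 for these 4 lists, and none held (adjusted p = 0.17, 0.078, 0.098 and 0.056 with an estimated correlation). Of 8 named neutrophil markers (11 listed), 5 fell and 1 rose, and 6 of 7 named B cell markers (9 listed) fell and 1 rose, with Vpreb1, a marker of developing B cells, at -2.89. In the authors' AF table, all 196 matched genes of the RUNX2 theme, 155 of Arp2/3 binding and 157 of Sos-mediated exchange were lower, and they were chosen there for being lower, so this is not independent evidence.

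**Figure D2:**
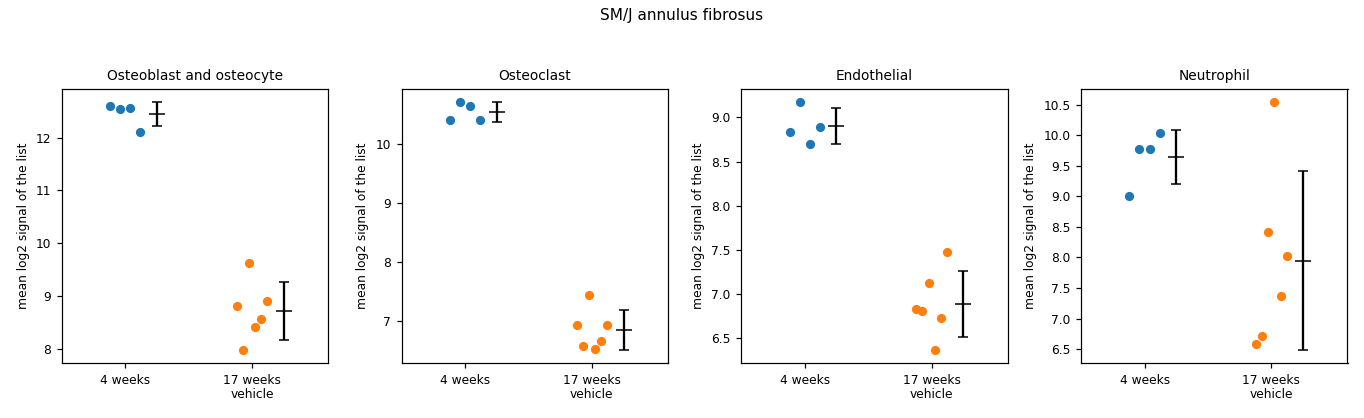
Mean log2 signal of the marker genes of each list in AF arrays of SM/J mice at 4 weeks (4 arrays) and 17 weeks with vehicle (6 arrays). Points are arrays and bars are the mean and SD; the osteoblast list averages 12.45 at 4 weeks and 8.72 at 17 weeks, and the neutrophil list spreads by an SD of 1.46 at 17 weeks.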

**Fig. 1:**
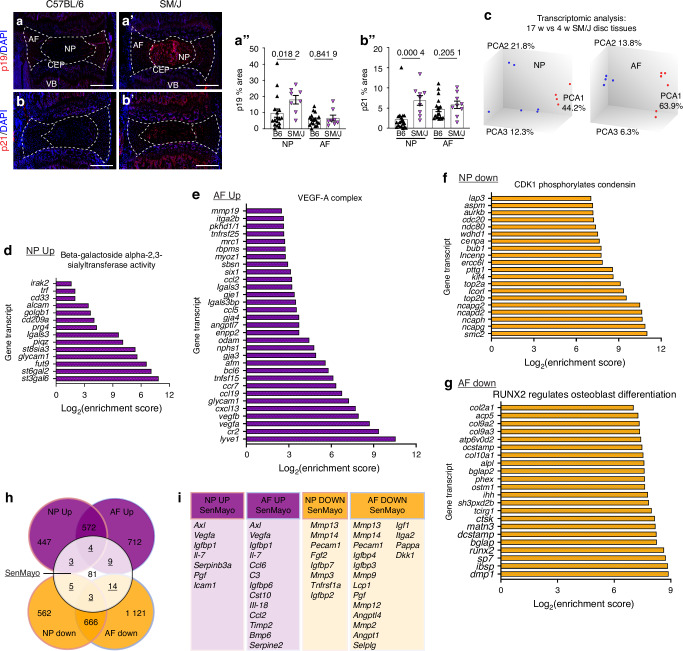
Caudal discs of SM/J mice evidence early cellular senescence and a senescence signature during degeneration. At four weeks of age, SM/J mice have increase abundance of senescence markers in their caudal discs, evidenced by (**a–a”**) p19 and (**b–b”**) p21 abundance relative to age-matched B6J discs. **c** Microarray analysis of 4-week-old and 17-week-old SM/J NP and AF shows distinct clustering in both tissues between the two timepoints. Thematic analysis in CompBio of enriched concepts in 17-week-old NP tissues, compared to 4-week-old tissues shows: (**d’**) *Beta-galactoside Alpha-2,3-sialytransferase Activity* is an upregulated theme in the NP; (**e**) *VEGF-A Complex* is an upregulated theme in the AF; (**f**) *CDK1 Phosphorylates Condensin* is a downregulated theme in the NP; and (**g**) *RUNX2 Regulates Osteoblast Differentiation* is a downregulated theme in the AF. **h** Venn Diagram showing the gene-level overlap between SM/J tissue profiles and the *SenMayo* geneset, with the overlapping genes shown in (**i**). Data are shown as mean ± SD. Significance was determined using an unpaired *t*-test or Mann-Whitney test, as appropriate. *n*_C57BL/6J 4w_ = 8; *n*_SM/J 4w_ = 5; *n*_SM/J 17w_ = 6

To more precisely investigate the correlation between the disc degeneration process in SM/J model with established senescence signatures, concept-level assertion engine analysis was conducted on CompBio outputs for up- and downregulated concepts in NP and AF tissues, compared to the published *SenMayo* gene set,^40^ revealing significant associations in both tissues. Cross-referencing the DEG gene lists from NP and AF against the SenMayo dataset revealed several shared genes (Supplementary File 1). Thus, we compared the overlapping biological themes and concepts between the SenMayo Murine gene and upregulated DEGs from SM/J and SPARC-KO mice (models of early disc degeneration with senescence),^28^ and old B6 mice (aging and senescence-dependent disc degeneration)^12^ (Fig. S2). 

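SenMayo genes moved both ways with age in each tissue. In the AF, the complement component C3 rose from 8.74 ± 0.31 (SD, n = 4) to 14.11 ± 0.57 (SD, n = 6), a log2 change of 5.37 (standard error 0.29, adjusted p = 1e-07 from limma), and Igfbp6, which binds IGF-II, rose by 3.16. The matrix metalloproteinases Mmp9 and Mmp2 fell in AF, with log2 changes of -6.83 and -3.63, and the protease Pappa by 3.37. In the NP, the receptor tyrosine kinase Axl rose by 1.79 (standard error 0.26, adjusted p = 0.0011) and the cytokine Il7 by 1.49, while Mmp13 fell by 2.52 (standard error 0.42, adjusted p = 0.0024) and Fgf2 by 1.47. Of 119 listed SenMayo genes, 80 have a name in the tables. Of these, 15 rose, 13 fell and 52 did not pass in NP, and 40 rose, 32 fell and 8 did not pass in AF (the same counts when adjusted over the list alone). The other 39 did not pass, are not on the array, or are listed only with several symbols or under another symbol. After median centring of the arrays, 11 rose and 16 fell in NP, and 27 rose and 33 fell in AF. Past the paper's thresholds, 8 were higher and 8 lower in NP, and 14 were higher and 17 lower in AF. The list as a whole did not differ from other named genes by camera (adjusted p = 0.75 in NP and 0.8 in AF). In AF its median change was 0.56, while its mean differed by -0.17 (exact permutation test, p = 0.0095, adjusted over the lists 0.014) and camera gave its direction as down. The SenMayo list was written from general knowledge of the published mouse set and can differ from it by a few genes. From the overlap of these and other mouse models with SenMayo, the paper proposes that senescence contributes to the degeneration of SM/J discs.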

Except for upregulated DEGs in BL6 AF, all models presented high concept and theme similarity with the SenMayo panel (Fig. S2). Specifically, at the thematic level, we identified “TNF and Lymphotoxin Signaling” commonly modulated in all 5 conditions, followed by “Tissue Inhibitor of Metalloproteinases (TIMP) associated ECM remodeling”, “VEGF-A/Angiogenesis related”, “JNK (c-Jun kinases) phosphorylation and activation mediated by activated human TAK1”, “Interleukin-3 Interleukin-5 and GM-CSF signaling”, “Prostaglandin E2 Receptor EP2 Subtype” and Galactosylation of collagen propeptide hydroxylysines by procollagen galactosyltransferases” presented in SM/J, SPARC and BL6 models (Fig. S2).

These findings suggest that cellular senescence contributes to the degeneration observed in SM/J mice, and therefore, we sought to intervene in this degenerative progression using senotherapeutics.

### DQ treatment, but not Navitoclax, improves degenerative and senescence outcomes in SM/J mice

Previously reported successful outcomes of DQ treatment in aging B6N mice were dependent on the age when the treatment was initiated, showing the maximum efficiency when administered during the early stages of the disease process, suggesting a finite window for local cellular response and plasticity.^12^ Accordingly, beginning at 4 weeks of age and continued until 17 weeks, SM/J mice received either a weekly treatment with a Dasatinib (5 mg/kg) (D) and Quercetin (50 mg/kg) (Q) combination (DQ) (Fig. 2a) or Navitoclax (Nav.) (40 mg/kg) (Fig. 2b) to target senescent cells and ameliorate disc degeneration. Histological analysis of discs showed increased tissue preservation, cellularity, and cell morphology, with better NP/AF compartment demarcation and fewer AF clefts relative to vehicle-treated control animals (CT) (Fig. 2a’–a”). Improvements to the disc architecture were observed in the DQ treatment cohort as early as 6–8 weeks (Fig. S3A–B”). Further, modified Thompson grading showed a reduction of approximately 25% in severely degenerated (grade 4) NP and AF tissues (Fig. 2a’”).^19,41^ By contrast, Navitoclax-treated mice did not demonstrate structural improvements in their discs, evidenced by histological analysis and modified Thompson scoring and disc tissue senescence status (Fig. 2b–b’” and S3F–H”). Accordingly, we focused on determining how DQ treatment modulates senescence and ameliorates disc degeneration in SM/J mice.

**Fig. 2:**
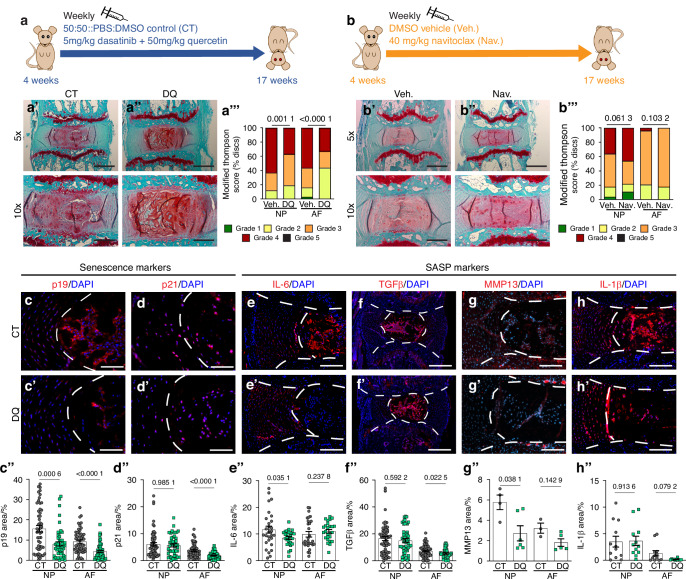
DQ reduces caudal disc degeneration and senescence in SM/J mice. **a**, **b** Schematic showing study design: intraperitoneal injections of DQ, Nav., or a Vehicle control were administered once every week to mice starting at 4 weeks of age and ending at 17 weeks of age. **a’–a’”** SafraninO/Fast Green/Hematoxylin staining evaluated with modified Thompson scoring shows DQ improves disc degeneration in SM/J mice. Images reflect the range of degenerative outcomes across treatment cohorts. **b’–b”** Safranin/Fast Green/Hematoxylin staining evaluated with modified Thompson scoring shows Nav. does not improve disc degeneration in SM/J mice. Quantitative immunohistochemistry shows reduced (**c–c”**) p19 (NP and AF) and (**d–d”**) p21 (AF only) in DQ-treated SM/J discs. SASP markers of (**e–e”**) TGF β, (**f–f”**) IL-6, (**g–g”**) MMP13, and (**h–h”**) IL-1β indicate DQ mediates SASP in SM/J discs. Data are shown as mean ± SD. Significance was determined using an unpaired *t*-test or Mann-Whitney test, as appropriate. Distribution statistics were determined using a χ^2^ test. 17 weeks old (*n*_DQ_ = 11, 6 females + 5 males; *n*_CT_ = 13, 6 females + 7 males; *n*_Nav._ = 7, *n*_Veh._ = 7)

To better understand the cellular processes underlying the structural improvements to the disc, several indicators of cell senescence and SASP were evaluated at the tissue level, and the plasma cytokine profile was determined.^25,27,41,42,43^ In both NP and AF tissues of DQ-treated mice, p19^ARF^ (p19) levels were reduced (Fig. 2c–c”), and p21 abundance was reduced in the AF (Fig. 2d–d”). These observations provided evidence of a reduced senescence burden in the disc tissues of SM/J mice by DQ treatment. Complementary analysis of SASP markers showed reduced IL-6 and MMP13 (Fig. 2e–g”) in the NP, reduced TGFβ (Fig. 2f–f”), without affect on IL-1β levels (Fig. 2h–h”) in the AF of DQ-treated mice. Notably, we observed an early senolytic effect of DQ treatment, characterized by a reduction in p19^ARF^ (p19) and p21 levels, despite no changes in IL-6 levels at 8 weeks of treatment (Fig. S3C–E). As anticipated, Nav. treatment did not affect local senescence status after 17 weeks of treatment, supporting the histological findings (Fig. S3F–H”). These changes indicated a reduction in local inflammation and pro-fibrotic signaling with DQ treatment, suggesting that DQ effectively reduces the incidence and severity of disc degeneration in SM/J mice by mitigating cell senescence and SASP.^38,39,44–46^

To study the effect of DQ treatment on systemic cytokine levels, we measured several pro-inflammatory molecules in plasma. Notably, DQ mice showed decreased levels of proinflammatory proteins MIP-2 (Fig. S4A) and MCP-1 (Fig. S4B), with trends toward reduction in IP-10 (Fig. S4C) (*P* = 0.056 4), TNF-α (Fig. S4D) (*P* = 0.057 7), and IL-4 (Fig. S4E) (*P* = 0.054 7). This response was selective, as we noted a lack of change in several other plasma cytokines in DQ-treated mice (Fig. S4F–R). These results showed that DQ treatment mitigated tissue-level pro-inflammatory response and attenuated systemic inflammation in SM/J mice.

To further evaluate the systemic impact of DQ treatment on SM/J mice, the caudal vertebral bone was analyzed using micro-computed tomography (μCT). Three-dimensional reconstructions of the caudal vertebrae (Fig. S5A, A’) showed no changes in the vertebral length (Fig. S5B), disc height (Fig. S5C), or disc height index (Fig. S5D). In the trabecular bone, the bone volume fraction (BV/TV) (Fig. S5E), trabecular thickness (Tb. Th.) (Fig. S5F), and trabecular number (Tb. N.) (Fig. S5G) were unchanged, while the DQ-treated cohort evidenced a slight reduction in trabecular spacing (Tb. Sp.) (Fig. S5H). This change is unlikely to bear functional significance due to its small magnitude and the absence of change in other parameters. Evaluation of the cortical bone (Fig. S5I, I’) showed DQ did not impact bone volume (BV) (Fig. S5J), area (B. Ar.) (Fig. S5K), perimeter (B. Pm.) (Fig. S5L), or cross-sectional thickness (Cs. Th) (Fig. S5M). Together, these results show that DQ treatment minimally affects the vertebral bone, suggesting its safe systemic use for other musculoskeletal tissues.

### DQ treatment attenuates degeneration by limiting NP tissue fibrosis

ECM is essential for proper disc function. In SM/J mice, degeneration culminates in the fibrotic remodeling of the matrix, marked by a decrease in proteoglycans and increased collagen deposition,^20,47^ resulting in NP fibrosis, and consequent loss of mechanical properties.^9,19^ Major structural proteins in the disc were evaluated specifically to study fibrotic remodeling in DQ-treated discs. Aligning well with the Modified Thompson Scores of DQ-treated discs, analysis of picrosirius red staining (Fig. 3a–a’) showed approximately 25% fewer discs in the DQ cohort had collagen fibers in the NP compartment (Fig. 3b); healthy discs do not have appreciable collagen deposition in the NP. When the fibrotic NP tissues were analyzed, there were no quantitative differences in the collagen fiber thickness in tissues from the DQ and CT cohorts (Fig. 3c–c’). Analysis of collagen fiber thickness in the AF showed that DQ mice had thinner collagen fibers than CT (Fig. 3d–d’), suggesting DQ delays the fibrotic degenerative phenotype of SM/J mice by increasing collagen remodeling. Interestingly, the abundance of Collagen I (COLI) (Fig. S6A, B”), the aggrecan core protein (ACAN) (Fig. S6C–D”), and chondroitin sulfate (CS) staining (Fig. S4E–F”) were similar between the vehicle and DQ treated cohorts, suggesting that the structural collapse of the disc during degeneration precedes increased degradation of these matrix proteins at 17 weeks. On the other hand, DQ treatment led to the reduction of collagen 10 (COL10) (Fig. S6G–G”), often associated with the acquisition of a hypertrophic chondrocyte-like phenotype by NP cells suggesting that DQ facilitates the retention of the NP cell phenotype.

**Fig. 3:**
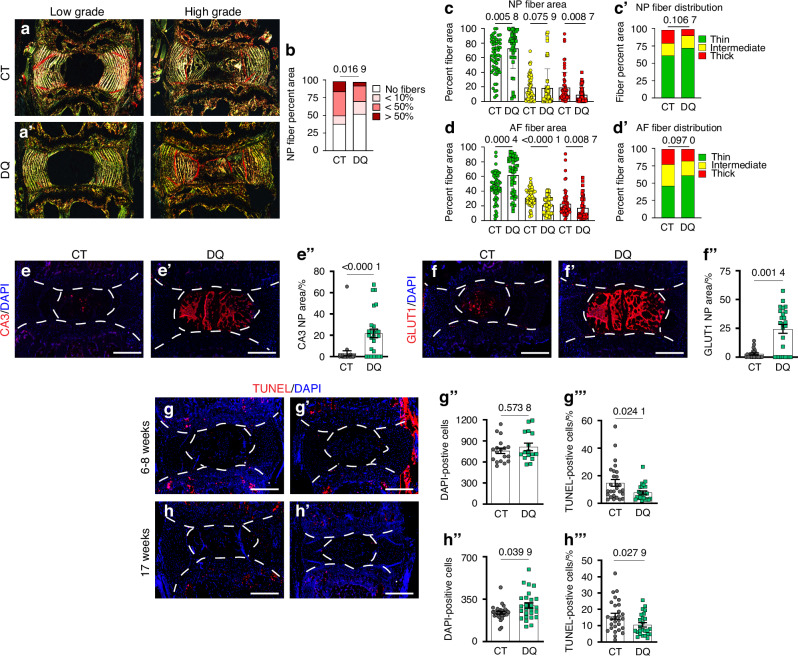
DQ-treated discs show reduced NP fibrosis, NP cell phenotype retention, and improved cell survival. **a–a’** Quantitative picrosirius red staining indicates that (**b**) DQ-treated discs evidence less NP fibrosis, (**c–c’**) with higher proportion of thin (green) collagen fibers in DQ-treated NP tissues, and (**d–d”**) AF collagen fiber thickness being significantly altered by DQ treatment. Significantly improved retention of NP phenotypic markers (**e–e”**) CA3 and (**f–f”**) GLUT1 is observed in DQ mice. **g–g’”** At 6–8 weeks, there are not changes in cellularity in DQ mice, but there is a reduction in TUNEL-positive cells. **h–h’** By 17 weeks, TUNEL staining shows (**h”**) improved cellularity and (**h’”**) a reduction in apoptosis in the discs of DQ-treated mice. Data are shown as mean ± SD. Significance was determined using an unpaired *t*-test or Mann-Whitney test, as appropriate. Distribution statistics were determined using a χ^2^ test. *n*_DQ_ = 5–7, *n*_CT_ = 5–7, 3–4 levels each animal

### DQ treatment preserves NP cell phenotype

Since NP cells in SM/J mice are known to progressively differentiate into chondrocyte-like cells, we investigated DQ’s effects on NP cell phenotype and viability.^48^ Carbonic anhydrase 3 (CA3) and glucose transporter 1 (GLUT1) are known NP phenotypic markers whose abundance decreases during disc degeneration and aging.^19,37^ Accordingly, NP cells from DQ-treated mice robustly expressed CA3 (Fig. 3e–e”) and GLUT1 (Fig. 3f–f”), and the CT group showed a decreased abundance of these markers. Similarly, discs of DQ-treated mice showed higher NP cellularity and lower percentages of TUNEL-positive cells as early as 6–8 weeks of age (Fig. 3g–g”’), resulting in retention of a higher number of cells and consistently lower TUNEL-positive cells at 17-weeks (Fig. 3h–h’”). This suggests that DQ treatment mitigates senescence in the disc by preserving the NP cell phenotype and improving cell viability.

### DQ treatment results in a distinct transcriptomic signature in the AF and NP compartments

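NP and AF tissues of SM/J mice that had received 5 mg/kg Dasatinib with 50 mg/kg Quercetin (DQ) or vehicle until 17 weeks of age were measured on the same type of array, with 6 arrays per tissue and treatment. The vehicle arrays are those of the age comparison. The median log2 signal per array lay between 6.998 and 7.103 in NP with DQ and between 6.993 and 7.256 in AF with DQ. Within AF with DQ, the lowest correlation between arrays was 0.761, against 0.910 in AF with vehicle. The deposited values of the DQ and the vehicle arrays come from separate normalization runs. The group averages of the DQ arrays matched the authors' DQ tables within 0.01 log2 units in all 823 NP and 553 AF probe sets listed, and those of the vehicle arrays matched in only 14 and 10, with SDs of the differences of 0.323 and 0.35. In the deposited values per array, the treatment and the normalization run therefore cannot be told apart. For that reason, each gene is given here with the fold change and unadjusted p of the authors' deposited table, which comes from 1 joint run. Beside it stands an exact permutation test of the array values after the vehicle arrays were shifted, gene by gene, to the authors' vehicle average. This shift was chosen after the data were examined, and it uses genes that the authors' table lists at p below 0.05. It sets a robust average of the vehicle arrays (Tukey biweight) to that of the authors, while the aligned difference and its test use arithmetic means. The aligned difference can therefore depart from that of the authors. For Fos in AF, their averages are 10.52 with DQ and 14.07 with vehicle, and the aligned difference is -2.33. The exact p takes its shift from the authors' average, so it is not independent evidence beside their p. No gene passed an FDR of 0.05 in the authors' DQ tables, so no single gene is said to rise or fall with DQ. Counts over all 22206 probe sets come from limma on the deposited values.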

To better understand the possible mechanisms underlying the observed phenotypic improvements in SM/J mice receiving DQ, we performed a global transcriptomic analysis of the NP and AF tissues from 17-week-old CT and DQ cohorts (Fig. 4a). We assessed the baseline differences between treatment groups by analyzing the differentially expressed genes (DEGs, defined by *P* ≤ 0.05) in NP (Fig. 4b, c) and AF (Fig. 5a, b) tissues. Hierarchical clustering analysis demonstrated distinct transcriptomic profiles for CT and DQ groups in both tissues (Fig. 4b, Fig. 5a). 

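Among NP arrays, the most variable probe sets did not part DQ from vehicle. The first component of the 2000 most variable probe sets held 62% of the variance, the next 17% and the one after that 6.93%. The distance between the treatments on the first components was as large or larger in most of the 924 groupings of the arrays (exact permutation test, p = 0.88). With all probe sets the first component held 35.3% (exact permutation test, p = 0.46). Arrays of 1 treatment differed in transcripts that react within minutes to stress. The immediate early genes Atf3 and Ier2 ranged over 4.57 and 5.14 log2 units among the 6 vehicle NP arrays, and Btg2 and Fos over 7.80 and 5.86 among the vehicle AF arrays. The separate normalization of the treatments bears on these values as well.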

We identified 382 upregulated DEGs and 441 downregulated DEGs in the NP; 311 upregulated DEGs, and 242 downregulated DEGs in the AF; and 12 commonly upregulated and 21 commonly downregulated DEGs between compartments (Fig. S7A). 

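At an unadjusted p below 0.05, limma on the deposited values called 4730 probe sets in NP (1530 higher and 3200 lower with DQ) and 3484 in AF (1567 higher and 1917 lower), where 5% of the probe sets tested is 1110. At an FDR below 0.05, 844 remained in NP (250 higher and 594 lower) and 108 in AF (49 higher and 59 lower). A SAM-type permutation test called 0 in each tissue at that FDR, with 4326 in NP and 3567 in AF at p below 0.05, and limma with a mean of red cell markers as a covariate called 0 in NP (1787 at p below 0.05) and 24 in AF. Treatment explains 61% of the variance of that mean in NP and 0.3% in AF. In NP, the covariate therefore removes much of any change with DQ as well. The authors' tables, which come from the joint run, list 823 probe sets in NP (382 higher and 441 lower) and 553 in AF (311 higher and 242 lower), or 3.71% and 2.49% of those tested here. The lowest FDR in them was 0.6102 in NP and 0.9999 in AF. Among the lowest p-values of the authors in NP was that of Lonp1, a protease of the mitochondrial matrix (fold change 2.05, p = 5.32e-05). Also among them was that of Plaur, the urokinase receptor, with a fold change by the authors of -2.14 (p = 8.24e-05). The largest fold changes in AF were -11.71 for the transcription factor Fos and 11.66 for the neutrophil granule gene Ngp. Of the listed probe sets, 96.7% in NP and 97.3% in AF changed in the same direction in the deposited values, and 566 and 379 also had p below 0.05 there. Matched by single symbol and brightest probe set, 30 of 31 genes that the paper names in NP and 39 of 41 in AF were found. Of these, 26 and 35 were lower with DQ in the authors' tables. Raly, listed with a second symbol, and Rbm4 in AF, listed by other probe sets, are in the tables too. In NP, the share of called probe sets that were higher with DQ was 32.3% and became 49.6% after quantile normalization. The AF count at FDR ranged from 8 to 614 as single arrays were left out, and the NP count from 365 to 1435.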

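The authors' tables shared 12 probe sets that were higher and 21 that were lower with DQ in both tissues. If the tissues' lists were independent, 5.35 and 4.81 would be shared (exact hypergeometric test, p = 0.008 and 1.8e-08). The test takes probe sets as independent, and both tissues may come from the same mice, which the labels do not settle. Lonp1, a mitochondrial protease, had a fold change of 2.17 (p = 0.0018) in AF, and the permutation tests with aligned vehicle arrays gave an exact p of 0.0022 in NP and 0.0065 in AF. In the authors' tables, Tmem160, a mitochondrial inner membrane protein, had fold changes of 1.9 in NP (p = 0.0023) and 2.27 in AF (p = 0.0066), and Mgat2, a Golgi enzyme of N-glycan branching, of 1.74 and 4.05. Sel1l2 had fold changes of 2.11 and 2.05. The probe set of Raly carries a second symbol, and the authors' fold changes for it were 1.8 in NP (p = 0.0018) and 2.42 in AF (p = 0.0121). Among the shared lower genes, Zfp36l1, which promotes decay of mRNAs with AU-rich elements, had fold changes by the authors of -2.41 in NP (p = 5e-04) and -2.32 in AF (p = 0.0065). Its log2 signal in NP was 8.99 ± 0.39 (SD, n = 6) with DQ, and its aligned difference was -1.28 (exact permutation test, p = 0.0043), against -1.83 in AF (exact permutation test, p = 0.0022). Junb, a member of the AP-1 family, had fold changes of -2.38 in NP and -6.05 in AF (exact permutation tests after alignment, p = 0.076 and 0.035). Atf3, a stress-response transcription factor, had -4.22 and -8.77 (p = 0.11 and 0.035 from the same exact tests), and Ier2 had -2.92 and -5.29 (p = 0.14 and 0.056). Plaur had a fold change of -1.87 in AF (p = 0.0049), with exact p = 0.0022 in NP and 0.0065 in AF after alignment. In the deposited values per array, 278 probe sets were higher and 669 lower in both tissues at p below 0.05, where 108 and 276 are the numbers for independent calls.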

Commonly upregulated DEGs included *Sel1l2*, *Lonp1*, *Tmem160*, *Raly*, and *Mgat2*; and common downregulated DEGs included *Atf3*, *Ier2*, *Zfp36l1*, *Junb*, and *Plaur* (Fig. S7B).

**Fig. 4:**
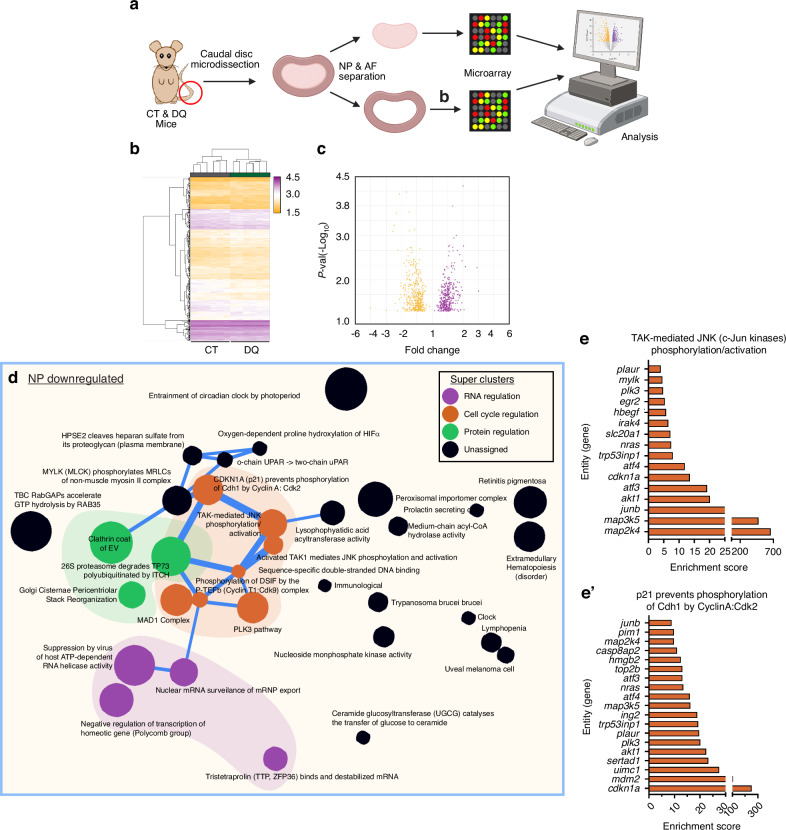
Transcriptomic analysis of NP tissues highlights possible mechanisms by which DQ improves SM/J disc degeneration. **a** Schematic showing the microarray workflow for analyzing DQ-treated NP and AF tissues. **b**, **c** Hierarchical clustering of microarray data and volcano plots of 859 DEGs identified in the NP demonstrate distinct clustering of CT and DQ cohorts in NP tissues. **d**–**e**’ Themes relating to the cell cycle (orange), RNA regulation (purple), and protein regulation (green) among the downregulated DEGs in the NP. 4-week-old (*n* = 6), 17-week-old CT and DQ mice (*n* = 6 mice/treatment)

**Fig. 5:**
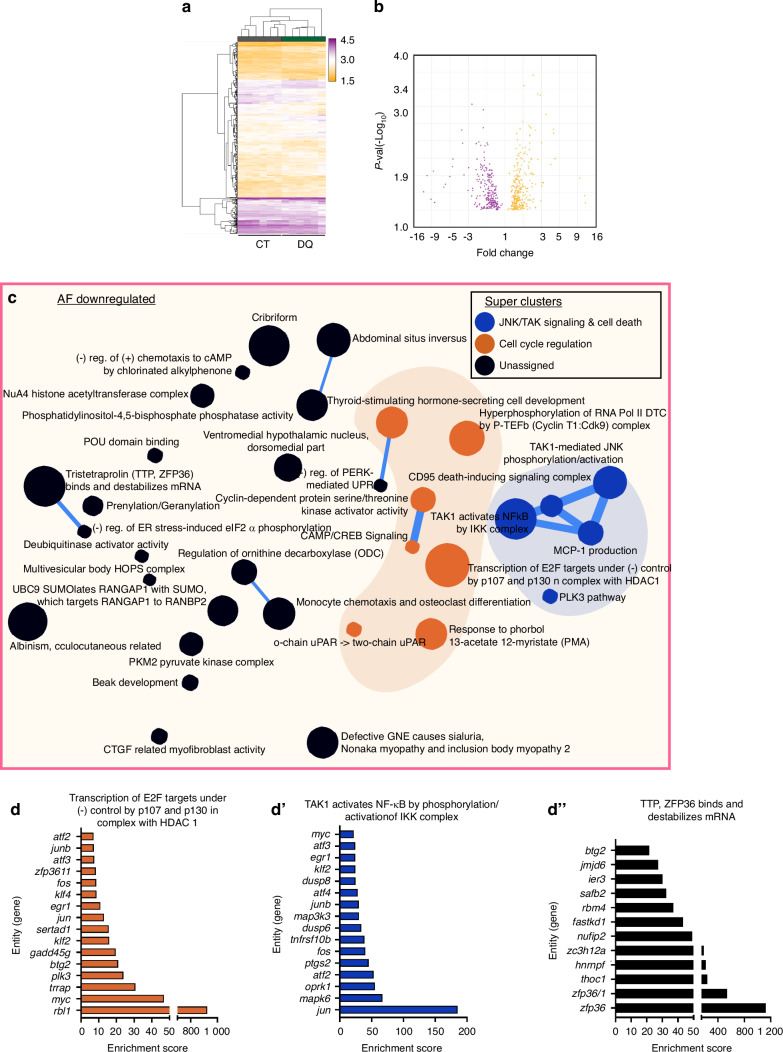
Transcriptomic analysis of AF tissues highlights possible mechanisms by which DQ improves SM/J disc degeneration. **a** Hierarchical clustering of microarray data demonstrates distinct clustering of CT and DQ cohorts in AF tissues. **b** Volcano plot showing 323 upregulated and 263 downregulated DEGs in the AF of DQ-treated mice. **c**–**d**” Themes relating to the cell cycle (orange) and JNK/TAK signaling/cell death (blue) among the downregulated DEGs. 17-week-old CT and DQ mice (*n* = 6 mice/treatment)

To better understand the biological impact of the DEGs, the CompBio tool (https://gtac-compbio-ex.wustl.edu) was used to conduct pathway-level analysis (Fig. 4d, e’, Fig. S7C–D”, Supplememtary File 2’). In the NP tissues of DQ-treated mice, several related themes forming thematic clusters relating to DNA repair (red cluster) and cell cycle regulation (orange cluster) were identified (Fig. S7C), along with notable themes including *CLRC Ubiquitin Ligase Complex, Negative Regulation of Subtelomeric Heterochromatin Assembly, and Oxygen-Dependent Proline Hydroxylation of HIF-a* (Fig. S7D–D”). 

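Few listed genes of DNA repair or cell division were in the authors' NP table, and those of DNA repair and mitosis were higher with DQ. Ddb2, the damage-recognition subunit of nucleotide excision repair, had a fold change by the authors of 1.5 (p = 0.0014). After alignment its log2 difference was 0.57 (exact permutation test, p = 0.0022). Ercc3, a helicase of the same pathway, had a fold change of 1.54 (p = 0.0314) and an aligned difference of 0.50 (exact permutation test, p = 0.071). They were the 2 genes of DNA repair in the table among 40 listed. Of 39 listed genes of mitosis and condensin, the authors' table held the spindle checkpoint kinase Bub1b (fold change 1.72, p = 0.0133) and Prc1, which bundles spindle microtubules (fold change 1.56, p = 0.0251). Prim1, a DNA primase subunit, was the 1 gene of DNA replication, with a fold change of -1.41. Direction did not depart from the rest of the table for DNA repair or mitosis (Fisher's exact test, adjusted p = 0.76 for each). Over the array values, camera in limma gave adjusted p = 0.86 for both lists. All 15 genes that the supplement matches to the CLRC ubiquitin ligase theme, 9 to subtelomeric heterochromatin assembly, 4 to HIF hydroxylation and 2 to transcription-coupled repair were higher in the authors' table, from which they were chosen, so this is not independent evidence.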

Among the downregulated genes, there was also a significant signature relating to cell cycle regulation (orange cluster), which appeared to coalesce around themes relating to CDKN1A and JNK/TAK signaling (Fig. 4d), along with significantly enriched themes for *TAK-mediated JNK Phosphorylation/Activation* and *p21 Prevents Phosphorylation by Cdh1 by CyclinA:Cdk2* (Fig. 4e–e’). Additionally, there were several themes relating to RNA (purple cluster) and protein (green cluster) regulation (Fig. 4d). 

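In the NP, several regulators of cell cycle arrest were lower with DQ in the authors' table. Cdkn1a, which encodes the cell cycle inhibitor p21, had a fold change by the authors of -1.92 (p = 0.0118). Its log2 signal was 11.54 ± 0.42 (SD, n = 6) with DQ and its aligned difference was -1.05 (exact permutation test, p = 0.026). Mdm2, the ubiquitin ligase of p53, had a fold change of -1.89, the kinase Plk3 of -1.69 and Trp53inp1, a p53 target, of -1.92 (exact permutation tests after alignment, p = 0.048, 0.048 and 0.087). Of 28 listed genes of cell cycle arrest and p53 targets, 5 were in the table, all lower (Fisher's exact test, adjusted p = 0.63; camera on the array values, adjusted p = 0.2). In the JNK and TAK1 kinase pathway, 4 of 25 listed genes were in the table, all lower (Fisher's exact test, adjusted p = 0.75; camera adjusted p = 0.49). They were Map3k5 with a fold change of -1.51, Map2k4 with -1.5, Map3k1 with -1.46 and Irak4 with -1.62. For Irak4, a kinase of Toll-like receptor signaling, the aligned difference was -0.88 (exact permutation test, p = 0.0043), and for Map2k4, which phosphorylates JNK, it was -0.49 (p = 0.11 from the same exact test). Of 46 immediate early genes, 8 were in the table, all lower (Fisher's exact test, adjusted p = 0.13). Camera gave that list an adjusted p of 0.024 on the array values, and adjusted p = 0.92 with an estimated correlation. The 24 genes of the supplement's TAK-mediated JNK theme and the 44 of its p21 theme were all lower in the authors' table, by which they had been selected, and are not independent evidence.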

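Among RNA-binding proteins, Zfp36l2, a paralog of Zfp36l1, had a fold change of -1.18 in NP (p = 0.0166) and the splicing regulator Rbm4 of -1.38 (p = 0.0405) in the authors' table. After alignment, Rbm4 had a log2 difference of -0.57 (exact permutation test, p = 0.043) and Zfp36l2 of -0.32 (exact permutation test, p = 0.31). With Zfp36l1, 3 of 14 listed genes of the Zfp36 family and mRNA decay were in the NP table, all lower with DQ (Fisher's exact test, adjusted p = 0.76; camera on the array values, adjusted p = 0.17). Among genes of protein handling, Atf4, the transcription factor of the integrated stress response, had a fold change by the authors of -1.87 (p = 0.0485). It was the 1 gene in the table of 21 listed for the unfolded protein response and ATF4, with an aligned difference of -0.54 (exact permutation test, p = 0.069).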

Notably, both up- and downregulated DEGs showed themes relating to proline hydroxylation of HIF, and among the downregulated DEGs, there were themes relating to the circadian clock and the cleavage of heparan sulfate from its core proteoglycan.

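Egln3, an oxygen-dependent HIF prolyl hydroxylase, was lower with DQ in the authors' NP table (fold change -1.54, p = 0.0326). Its aligned log2 difference was -0.66 (exact permutation test, p = 0.026). Adm, the HIF target that encodes adrenomedullin, had a fold change by the authors of -1.77 (p = 0.0468). These were the 2 genes in the table of 30 listed for hypoxia and glycolysis (Fisher's exact test, adjusted p = 0.76; camera adjusted p = 0.33). Clock genes went both ways, and of 18 listed, 3 were lower and 2 higher. Clock, the partner of Bmal1, had a fold change of -1.54 (p = 0.003; aligned difference -0.57, exact permutation test p = 0.0043), Nr1d1, a repressor of Bmal1, of -1.81, and Bhlhe41 of -1.23. Dbp, an output gene of the clock, had 1.42 (p = 0.0139; exact permutation test after alignment, p = 0.015), and Rora, an activator of Bmal1, had 1.28. Of 28 listed genes of heparan sulfate, Ndst1, which modifies the growing chain, had a fold change by the authors of -1.91 (p = 0.0316) and Hs3st3a1, a 3-O-sulfotransferase, of 1.2 (p = 0.0206). By camera on the array values, neither the clock list (adjusted p = 0.77) nor the heparan sulfate list (adjusted p = 0.86) differed from other named genes. The 9 genes of the circadian theme and 9 of the heparanase theme in the supplement were all lower in the authors' table, as selected, which is not independent evidence.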

In the AF, hierarchical clustering also revealed distinct clustering between control and DQ-treated groups (Fig. 5a, b). 

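In the AF, the first components of the most variable probe sets did not separate the treatments. They held 55.4%, 23.3% and 6.41% of the variance (exact permutation test over 924 groupings, p = 0.45). With all probe sets, the first held 44.7% (exact permutation test, p = 0.5). DQ replicate 24 stood apart from the other AF arrays, with a median log2 signal of 7.256 where the next array of its group had 7.077. Without it, limma called 4505 probe sets at p below 0.05 and 614 at an FDR below 0.05.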

AF upregulated DEG analysis presented several themes related to development (turquoise cluster), cell cycle (orange cycle), and immune modulation (pink cluster) (Fig. S8A). Notable themes within these clusters included *Hedgehog Signaling Events Mediated by Gli Proteins* and *Internalization of MHC II: Ii Clathrin Coated Vesicle* (Fig. S8B–B’). 

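Smo, the signal transducer of the Hedgehog pathway, was higher with DQ in the authors' AF table, with a fold change of 3.49 (p = 0.0011). Its aligned log2 difference was 1.71 (exact permutation test, p = 0.011). It was the 1 gene in the table of 16 listed for the Hedgehog pathway (Fisher's exact test, adjusted p = 1; camera on the array values, adjusted p = 0.73). H2-Ab1, the beta chain of an MHC class II molecule, had a fold change of 1.29 (p = 0.0285; aligned difference 0.35, exact permutation test p = 0.019) and was the 1 gene of 11 listed for MHC class II. Of genes of DNA replication, the cell cycle transcription factor E2f2 had a fold change of 2.13, Rrm2 of 1.36 and Tyms, which makes thymidylate, of 1.36 (Fisher's exact test, adjusted p = 0.66 for the list). The neutrophil genes Ngp, S100a8 and Chil3 had fold changes of 11.66, 11.31 and 2.09 (exact permutation tests after alignment, p = 0.076, 0.063 and 0.0065), and Tyrobp, an adaptor of myeloid receptors, had 1.91 (exact p = 0.022). As a group, the neutrophil list averaged 8.90 ± 0.91 (SD, n = 6) with DQ and 7.94 ± 1.42 (SD, n = 6) with vehicle (exact permutation test, p = 0.19), and the macrophage list averaged 7.83 ± 0.31 (SD, n = 6) and 7.92 ± 0.27 (SD, n = 6) (exact permutation test, p = 0.56). All 9 genes of the Hedgehog and Gli theme and 8 of the MHC II theme were higher in the authors' table, where the study had found them, and are not independent evidence.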

Among the downregulated themes, there was again a substantial cell cycle signature (orange cluster), and interestingly, there was a cluster of themes specifically related to JNK/TAK signaling and cell death (Fig. 5c). This is highlighted in themes of *Transcription of E2F Targets Under Negative Control of p107 and p130 in Complex with HDAC1; TAK1 Activates NF-kB by Phosphorylation/Activation of OKK Complex*; and *TTP, ZFP36 Binds and Destabilizes mRNA and* supports the previous observations that suggest DQ improves degenerative outcomes through the negative regulation of cell cycle arrest and apoptosis (Fig. 5d–d”).

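Immediate early genes, which cells transcribe within minutes of a stimulus, were the clearest group in the authors' AF table. Of 46 listed, 27 were in the table and all were lower with DQ (Fisher's exact test against the rest of the table, adjusted p = 2e-09). In the authors' table, Fos and Jun, the partners of AP-1, had fold changes of -11.71 (p = 0.0243) and -4.83 (p = 0.0065), Egr1 of -9.42 (p = 0.0329) and Btg2, an antiproliferative gene, of -8.45 (p = 0.0374). After alignment, Jun had a log2 difference of -2.17 (exact permutation test, p = 0.028), Fos of -2.33 (p = 0.056 from the same exact test), Egr1 of -2.33 (exact p = 0.067) and Btg2 of -2.46 (exact p = 0.11). Fos varied widely within each group, at 13.06 ± 2.27 (SD, n = 6) with vehicle and 10.78 ± 1.29 (SD, n = 6) with DQ. Over 21 members that the age tables name, the list averaged 7.82 ± 0.41 (SD, n = 6) with DQ and 9.14 ± 0.78 (SD, n = 6) with vehicle in the deposited values (exact permutation test, p = 0.0043, adjusted over the lists 0.063). Camera gave the list an adjusted p of 4.1e-12, and adjusted p = 0.56 with an estimated correlation. None of the 21 passed an adjusted p of 0.05 over all probe sets, and 17 were lower when adjusted over the list alone. In the JNK and TAK1 kinase pathway, only Atf2, a substrate of JNK, and the phosphatase Dusp8 were in the authors' table, with fold changes of -1.5 (p = 0.0229) and -1.88 (p = 0.0102; camera for the list, adjusted p = 0.46). All 55 genes of the supplement's TAK1-mediated JNK theme were lower, as chosen from this table, and are not independent evidence.

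**Figure D3:**
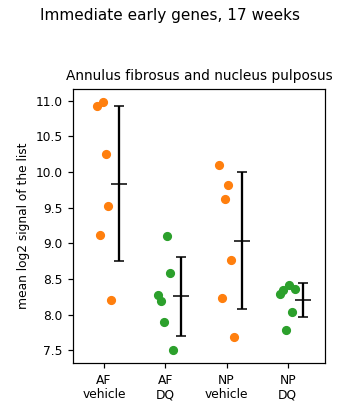
Mean log2 signal of 35 immediate early genes in each array of 17-week-old SM/J mice, for AF and NP with vehicle and with DQ (6 arrays each); points are arrays and bars are the mean and SD. Of these genes, 21 are named in the age tables. The others have a name only because an authors' DQ table lists them at p below 0.05, so part of the gap between treatments follows from that selection. Vehicle and DQ arrays come from separate normalization runs, and the SD among vehicle AF arrays is 1.09.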

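Rbl1, which encodes the pocket protein p107, was lower with DQ in the authors' AF table (fold change -1.62, p = 0.0282). Its aligned log2 difference was -0.68 (exact permutation test, p = 0.024). Zfp36, which encodes tristetraprolin, had a fold change of -3.61 (p = 0.0035; aligned difference -1.88, exact permutation test p = 0.019). Zc3h12a, an endonuclease of inflammatory mRNAs, had -2.06 and the splicing factor Hnrnpf -1.67 (exact permutation tests after alignment, p = 0.019 and 0.011). The Zfp36 family and mRNA decay list held 7 probe sets in the table, 3 of them of Rbm4, and all were lower (Fisher's exact test, adjusted p = 0.03); with 1 probe set per gene, a count chosen after the results were seen, 5 genes remain and the call is lost (Fisher's exact test, adjusted p = 0.12). Over the array values, camera gave that list an adjusted p of 0.095. The hexokinase Hk2 had a fold change of -2.71 (p = 7e-04; exact permutation test after alignment, p = 0.0065), and with Pfkfb3 and Car12 it made 3 genes of hypoxia and glycolysis in the table, all lower (camera adjusted p = 0.0079, and adjusted p = 0.94 with an estimated correlation). Myc, a driver of proliferation, had a fold change by the authors of -1.74 (p = 0.0101). Of the supplement's theme genes, all 36 for E2F targets, all 43 for TAK1 and NF-kB and 24 of 25 for tristetraprolin were lower in the authors' table, the source of the themes, which is not independent evidence. From these themes, the paper proposes that DQ improves degenerative outcomes through negative regulation of cell cycle arrest and apoptosis.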

Beyond understanding the impact of DQ in SM/J discs, the molecular mechanisms by which DQ ameliorates the degeneration process in the intervertebral disc are limited. To gain further mechanistic insights, we compared the transcriptomic data from DQ-treated SM/J mice to previously reported findings from DQ-treated aged B6N mice. Direct comparison of the DEGs in the NP from these two mouse models identified 12 upregulated and 33 downregulated common DEGs (Fig. 6a). In the AF, 15 upregulated and 19 downregulated DEGs were common to DQ treatment in SM/J and B6N mice (Fig. 6b). When the downregulated DEGs were compared across both mouse models and disc tissues (NP and AF), we found that only two transcripts were commonly downregulated: *Junb* and *Zfp36l1*, important regulators of senescence fate (Fig. 6c). Moreover, these cross models and disc tissues’ common transcripts fortify previous NP and AF gene signature analysis, suggesting JUN signaling as a critical convergence point conferring the benefits of the systemic DQ treatment on disc health.

**Fig. 6:**
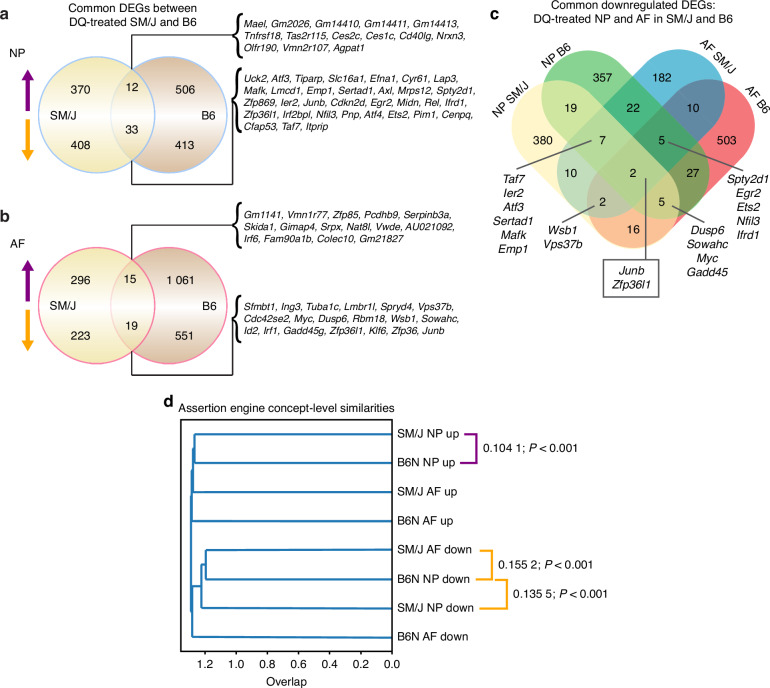
Comparative analysis of transcriptomic data from DQ-treated SM/J mice and aged B6N mice reveal pathways commonly regulated by DQ. **a** Comparison of DEGs in the NP of DQ-treated SM/J and B6N mice shows 12 commonly upregulated DEGs and 33 commonly downregulated DEGs. **b** Comparison of DEGs in the AF of DQ-treated SM/J and B6N mice shows 15 commonly upregulated DEGs and 19 commonly downregulated DEGs. **c** Analysis of downregulated DEGs in NP and AF tissues from SM/J and B6N mice reveals *Junb* and *Zfp36l1* are the only two commonly downregulated DEGs (**d**) Assertion engine analysis identifies three comparisons to be the most similar at the concept level across treatment cohorts and tissues: upregulated by DQ in SM/J NP and B6N NP; downregulated by DQ in SM/J NP and B6N NP; and downregulated by DQ in SMJ AF and B6N NP

Though the common downregulation of *Junb* and *Zfp36l1* is a substantial lead into how DQ may mediate disc degeneration, two genes/pathways are insufficient to fully capture the processes driving improved disc health outcomes. Accordingly, we then analyzed the concepts generated in CompBio from DQ vs. CT DEG comparisons to understand the biological processes common to the two treatment models at the pathway level. Assertion engine analysis identified three comparisons to be the most similar at the concept level: upregulated by DQ in SM/J NP and B6N NP; downregulated by DQ in SM/J NP and B6N NP; and downregulated by DQ in SMJ AF and B6N NP (Fig. 6d). Themes that emerged from the SM/J and B6N NP upregulated comparison related to DNA damage, glycosylation, cell cycle, and metabolism; and the SM/J and B6N NP downregulated comparisons had signatures for Jun signaling, metabolism, DNA damage, inflammation, apoptosis, and transcription (Fig. S9A). The comparison between SM/J AF and B6N NP downregulated concepts overlapped with many of these, including inflammation, cell cycle, Jun signaling, and apoptosis (Fig. S9B, C). Notably, these results suggest that in the context of both aging and genetic predisposition models of disc degeneration, DQ improves health outcomes by reducing cell death, and suppressing the activation of inflammatory pathways and that *Junb* may be central to this process.

### JUN pathway inhibition mimics the DQ effects in decreasing senescence and SASP in human degenerated NP cells

To better understand the possible link between DQ treatment and JUN downregulation suggested by our bioinformatic studies, we performed an in vitro inhibition study using degenerated human NP cells.^43^ Accordingly, we compared the effect of DQ treatment with T5224 (a known JUN inhibitor)^30,49^ in the context of an inflammatory stimulus involving SASP molecules, specifically IL-6 and IL-1β. While we only observed a significant increase in β-Galactosidase (β-Gal) staining in Grade IV cells after inflammatory stimuli, Grades IV and V presented a lower percentage of positive β-Gal-stained cells after DQ treatment (Fig. 7a). Notably, T5224 inhibitor treatments showed a similar effect on Grade IV human cells (Fig. 7a). Furthermore, we measured the expression levels of senescence and SASP markers by qRT-PCR (Fig. 7b, c, Fig. S10A, B). In Grade IV cells, both treatments showed a similar decrease in expression of *CDKN1A* and *IL6* in comparison to the stimulus group. In the Grade V cells, the DQ and JUN inhibitor reduced the expression of *IL6* and *CCL2*. In addition, DQ showed a decrease in *MMP9, MMP13* and *VEGF*, while T5224 ameliorated *CDKN1A* and *MMP13* expression. Overall, these studies agreed with bioinformatic findings, suggesting close crosstalk between DQ treatment and JUN inhibition in reducing the senescence burden in human senescent cells.

**Fig. 7:**
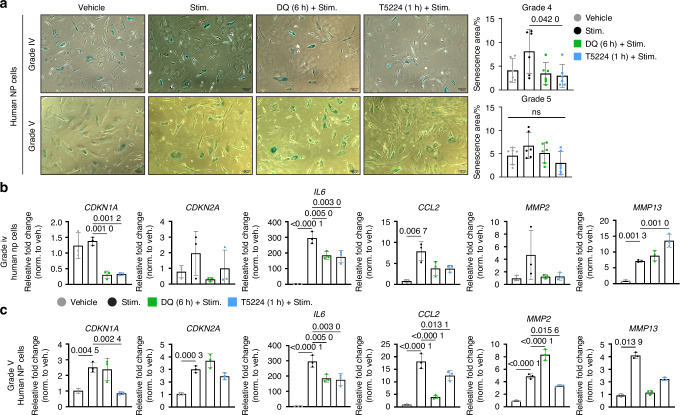
JUN pathway inhibition mimics the positive effect of DQ in decreasing senescence and SASP in human degenerated NP cells. **a** Grade IV and V human degenerated NP cells show a lower percentage of β-Gal-staining after treatment with DQ and JUN inhibitor, or only DQ, respectively. **b** Grade IV Human NP cells exhibit lower expression of *IL-6*, *MMP2*, and *MMP13* compared to the stimulus group. Additionally, DQ treatment resulted in a decrease in *CDKN1A and IL-6*, while T5224 enhanced *MMP13* expression. **c** Grade V human NP cells exhibit lower expression of *CDKN1A, CDKN2A, IL-6*, *CCL2*, *MMP2*, and *MMP13* relative to the stimulus group. DQ treatment attenuated the expression of *IL-6* and *CCL2*, and *MMP2*. T5224 ameliorated *CDKN1A*, *IL-6*, *CCL2*, and *MMP2* expression. Data are shown as mean ± SD. Significance was determined using Dunnett’s multiple comparisons test (*n* = 3 independent experiments, performed in triplicate)

## Discussion

Despite the high global incidence and associated costs of intervertebral disc degeneration and chronic back and neck pain, clinical interventions remain primarily limited to symptomatic relief and non-disease modulation.^39^ This clinical reality is, in part, a result of the complexities underlying disc degeneration and its multifactorial etiology. Among the processes contributing to disc degeneration, cellular senescence is prevalent in degenerative tissues, and its mitigation has shown promise in delaying disc degeneration and back pain.^10,28,12^ Due to its positive correlation with age, senescence is often studied within the context of aging or, in progeria models, posing practical challenges to understanding its contribution to a wide gamut of disc pathologies.^11,27,50^ The recently described SM/J mouse, a model of early-onset, spontaneous disc degeneration, offers an avenue to study disease phenotypes without using strategies of genetic manipulations or injury to expedite the disease process.^9,21^ Notably, SM/J mice have a comparable lifespan to other inbred strains, such as C57BL/6 and LG/J.^19^ Herein, we demonstrate a high senescence burden characterized by p19 and p21 abundance in SM/J discs as early as 4 weeks of age, and the NP and AF transcriptomic profiles during the 17-week degeneration process capture features in the established *SenMayo* gene set, suggesting that cell senescence is part of their degenerative process.^40^ This follows previous work suggesting that senescence in the disc is not solely linked to aging but more broadly to degeneration.^11^ After establishing a correlation between tissue-level senescence and disc degeneration, we investigated the potential of two senotherapeutics – Navitoclax (Nav.) and a Dasatinib and Quercetin (DQ) combination – to ameliorate disc degeneration in SM/J mice, which showed promising outcomes for the DQ cocktail. While we did not evaluate pain behaviors in this study, since discogenic pain is evident in SM/J mice after 18 months following the onset of herniations,^20^ promising results from Manarion et al. have shown a strong effect of senolytic strategies in preventing back pain.^28^ Here, we focused on understanding the role of senescence in promoting early disc degeneration in SM/J intervertebral disc. Thus, by cross-referencing the transcriptomic signature of DQ SM/J mice with our previous work on aging B6N mice^19^ and further exploring the mechanistic response of human NP cells in vitro to DQ treatment and JUN inhibition, we found that DQ reduces degenerative outcomes by limiting cell death, decreasing the senescence burden, and SASP and downregulation of the JUN pathway may play a key role in the process (Figs. 6, 7). Additionally, this work establishes SM/J mice as a model for studying the contribution of senescence to disc degeneration and supports the utility of DQ as a senotherapeutic agent that works by preventing disease progression, rather than selectively killing senescent cells to promote tissue repopulation.

In human intervertebral discs, a positive correlation between degeneration and local senescence is established.^11^ Additionally, in aging mice, systemic elimination of cells positive for p16^INK4a^, an important marker of cell senescence,^51^ demonstrates a clear causality between disc degeneration and senescence.^27^ In recent years, senotherapeutics have been shown to selectively target senescent cells in a variety of cell and tissue types by interfering with their unique pro-survival pathways, such as JAK1/2, BCL-2/BCL-XL, PI3K/AKT, p53/p21/Serpines, dependence receptors/ tyrosine kinases, and the HIF-1α pro-survival mechanism.^52^ Among these therapeutics, Navitoclax (ABT263) has shown promise in chondrocytes, cartilage tissue culture, and hip explant cultures, with results demonstrating the ability of the drug to selectively clear senescent cells and reduce SASP.^53^ Similarly, in an injury-induced model of disc degeneration, local injection of Nav. to the injured disc improved structural degeneration and reduced the local senescence and SASP.^54^ By contrast, our results demonstrate that systemic Nav. administration is insufficient to alleviate the disc tissue senescence burden in SM/J, possibly explaining the failure to affect degenerative outcomes and supporting the causal link between disc senescence and degeneration progression. This finding suggests that the efficacy of Nav. in the disc is limited to the context of local administration or possibly dependent on the local concentration of the drug. Intradiscal injection, however, poses the risk of propagating damage to the disc by introducing a new acute injury, as suggested by animal studies and a landmark study on discography in human patients by Carragee and colleagues, necessitating further investigation of potential mitigators of disc degeneration that can be systemically delivered.^55^ Additionally, our results suggest that, in the context of disc senescence, simultaneous inhibition of ephrin B (using Dasatinib) and the PI3K/AKT pathways (using Quercetin) is more effective than targeting BCL-XL/BCL-W and MCL-1 with Nav.^56^ These findings align with recent reports by Sanborn et al., which highlight the tissue-specific nature of senescence signatures and further emphasize that the efficacy of senotherapeutic strategies is highly context-dependent, varying according to tissue type, therapeutic window, and dosage.^12,28,47^

One of the major consequences of tissue degeneration in a vast majority of age-related diseases, such as dementia, glaucoma, chronic obstructive disease, and musculoskeletal pathologies, is local fibrosis and loss of matrix homeostasis.^44^ The intervertebral disc is no exception, with fibrosis being one of the major disc degeneration subphenotypes characterized by reduced shock absorption, spine flexibility, and disc height, culminating in back pain^9,20^ We have previously shown that p16, a master regulator of senescence, modulates SASP and matrix composition during aging in the intervertebral disc.^50^ Similar to the aging B6N model, DQ treatment in the present study promoted lower rates of NP fibrosis, evidenced by lower TGF-β levels.^45^ Moreover, DQ promoted the retention of the NP cell phenotype, with a lower acquisition of a hypertrophic chondrocyte-like phenotype, as demonstrated by the reduced abundance of COLX.^9^ While DQ treatment did not achieve total mitigation of disc degeneration, it may have improved the local plasticity of cells to respond to stressors, delaying degeneration and promoting local extracellular matrix function. In this context, modulation of Arp2/3 signaling and actin cytoskeleton by DQ treatment supports this rationale by implying cellular osmoadaptation to the local environment.^46^

Systemic DQ treatment has been shown to effectively target senescent cells^9^ in human disease contexts, with a growing number of clinical studies investigating its efficacy for disorders ranging from fibrotic NAFLD to skeletal health during aging.^34,35^ Previously, DQ showed positive effects in the context of age-associated disc degeneration.^42^ In the current study, we tested the DQ regimen in the SM/J mice, a model of early-onset disc degeneration, one of the main causes of back pain in middle-aged adults.^48^ As was previously observed in B6N mice treated with DQ, complete rescue of the degenerative phenotype was not observed in SM/J mice; however, significant improvements to tissue and cellular morphology were observed at 6-8 weeks and 17 weeks. Improved morphological outcomes were accompanied by a reduction in senescence markers and SASP in NP and AF tissues, indicating that systemic DQ treatment can successfully modulate cell behavior in the disc microenvironment. Of particular interest are our findings on reduced cell death and better retention of NP cell phenotypic markers in the discs of DQ-treated SM/J mice. This was also observed in the DQ aging B6N mice model, where DQ treatment improved degenerative outcomes by limiting cell senescence, which prevents SASP, cell death, and consequent degeneration.^42^ Senescent cells are typically considered to have entered a state of permanent cell cycle arrest, and the central dogma of senolytic drugs is that they selectively kill senescent cells, enabling non-senescent cells to repopulate the tissue with healthier cells and better maintain tissue homeostasis.^52^ Our results, however, suggest that DQ impacts the disc in an alternative or complementary fashion, promoting cell survival and retention of the native cell phenotype, which limits cell death and degeneration of the disc. The cells in the disc are post-mitotic, so if senolytic drugs led to the death of senescent cells, it is unlikely the remaining cells would repopulate the compartment, which is shown by a lower rate of cell loss between 6-8 and 17 weeks in DQ-treated SM/J mice. Additionally, initiating cell death in a sparsely populated compartment could potentially further propagate damage to the tissue.^57^ Supporting this idea, there is evidence that cell senescence could be reversible through p16/p53 axis^58,59^ providing some basis for the hypothesis that DQ senotherapeutics enabled the survival of the existing cells and preserved their phenotype. Our findings are mimicked by senostatics, which, for example, in osteoarthritis, can modulate STING and NF-κB pathways, preventing apoptosis and senescent cell fate.^60,61^ While in the context of the disc, the cGAS-STING pathway alone does not prevent senescence progression,^62^ prolonged activation of NF-κB has been shown to accelerate disc degeneration through increased local production of inflammatory cytokines, chemotactic proteins, and catabolic enzymes.^63^ Thus, we hypothesize that DQ inhibition of JUN signaling, and consequently JUN-NF-κB cross-talk, may play a crucial role in promoting disc cell survival and maintaining disc tissue homeostasis.^64^ These findings support the idea that the success of a senotherapeutic regimen is dependent on tissue type, pathology, administration route/ time, and the signaling pathways it may targets.^35,42^

Notably, when overlapping the *universal organismal aging genes* in mice, comprising 76 cell-type-specific signatures from Tabula Muris Senis, with established senescence marker panels, Jun emerged as one of the only three common upregulated genes.^47^ Consistently, both DQ-treated SM/J mice and aged B6N models showed downregulation of JNK pathway activation, known to regulate senescence and *Cdkn2a* (*p16*) expression, accompanied by reduced senescence markers across intervertebral disc compartments.^65^ Similarly, a shared downregulation across NP and AF tissues of *Junb* and *Zfp36l1* was noted in these models. It is important to note that JUNB has been shown to regulate the feedforward network of TGFβ signaling promoting sustained activation of genes involved in cell adhesion, ECM function, and epithelial-mesenchymal transition.^66^ Similarly, JUN forms a positive regulatory circuit with an important SASP factor IL6, thereby promoting a profibrotic response.^67^ These findings suggest that the downregulation of *Junb* by DQ treatment not only attenuates senescence-associated features, including cell cycle arrest and SASP markers, but may also directly contribute to reduced fibrosis, decreasing the expression of critical local and systemic mediators, such as IL-6 and TGF-β. This positions JUNB as a potential therapeutic target for alleviating disc senescence and intervening in disc fibrosis (Fig. S10C). Interestingly, the inhibition experiments provided strong evidence linking the DQ effect on human degenerated NP cells to the JUN pathway. T5225 is currently in a stage II clinical trial for rheumatoid arthritis,^30^ and there is growing evidence about its senotherapeutic potential to reduce local SASP burden.^49^ Despite the positive results of both in vitro and preclinical studies, the path to bringing the senotherapeutic strategy to the clinic is still hindered by the need to identify who would benefit from these treatments, when they should be administered, and for how long they should be continued.

Regarding disc cell homeostasis, in both models, at a thematic level, DQ treatment resulted in downregulating various genes related to DNA damage, inflammation, and apoptosis. Reductions in DNA damage and inflammatory signatures may be indicative of lower senescence and SASP burdens in the tissues, and a reduced apoptotic signature further supports DQ treatment, prolonging the survival of cells. Notably, in SM/J mice, AF tissues from DQ-treated mice showed enrichment for hedgehog signaling, which is critical for maintaining disc health and could indicate one means by which DQ treatment preserves disc cell phenotypes.^68,69^

In summary, our findings in a model of early-onset disc degeneration build on previous findings in aging B6N mice and provide further evidence for the beneficial effects of systemic administration of DQ, but not Navitoclax to improve health outcomes in the disc.^9,42^ We also show that SM/J mice are a model of senescence-associated disc degeneration, providing the field with the benefit of a model of spontaneous disc degeneration and senescence without the constraints of waiting for animals to age or performing complex genetic manipulations. Evidence supports that DQ treatment in both SM/J and aging B6N mice improves degenerative outcomes in the disc by promoting cell survival, limiting the progression of senescence and SASP, and ameliorating intervertebral disc fibrosis. Excitingly, our results suggest a new link between DQ treatment and JUN pathway downregulation, which may underscore the beneficial effects of DQ in NP and AF tissues, paving way for future studies to investigate this mechanism.

## Materials and Methods

### Mice, treatment, and study design

Animal procedures were performed under approved protocols by the IACUC of Thomas Jefferson University. SM/J (Stock #000687, Jackson Labs) and C57BL/6 J (Stock #000664, Jackson Labs) were bred and raised at Thomas Jefferson University. For preliminary histological analyses SM/J (*n* = 5) and C57BL/6 J (*n* = 8) were collected at 4 weeks of age. Beginning at 4 weeks of age, mice received a weekly intraperitoneal injection of either 40 mg/kg Navitoclax (Nav.), 5 mg/kg Dasatinib with 50 mg/kg Quercetin (DQ), or a PBS and DMSO vehicle control (CT). Animals received this treatment until they were 6–8 weeks old (*n* = 7 mice/treatment group, DQ and CT only) or 17 weeks old (*n*_CT_ = 19 (9 F, 10 M), *n*_DQ_ = 17 (9 F, 8 M); *n*_Nav._ = 7 (3 F, 4 M), *n*_Veh._ = 7 (3 F, 4 M)). These timepoints were selected based on previous studies showing mildly degenerative caudal disc tissue at 4 weeks old, significant cell death at 8 weeks, and severe fibrotic disc degeneration by 17 weeks.^9,21^

### Tissue Processing, μCT Analysis, and Histology

Caudal spine motion segments Ca5-Ca9 were dissected and immediately fixed in 4% PFA in PBS at 4 °C for 48 hours. Following fixation, μCT scans (Bruker Skyscan 1275; Bruker, Kontich, Belgium) were performed. An aluminum filter was used, and all scans were conducted at 50 kV and 200 μA, with an exposure time of 85 ms, yielding a resolution of 15 mm. Three-dimensional image reconstructions were generated, and all subsequent analyses were conducted using Bruker programs NRecon, CTan, and CTVox.). *n*_CT_ = 8 mice (5 F, 3 M), *n*_DQ_ = 6 mice (3 F, 3 M); 3–5 vertebrae/mouse, 4 discs/mouse.

Motion segments then underwent 21 days of decalcification in 20% EDTA at 4 °C, followed by paraffin embedding. Coronal sections of 7 μm were generated, and Histoclear deparaffinization followed by graded ethanol rehydration preceded all staining protocols.

Safranin O/Fast Green/Hematoxylin staining was conducted and visualized using 5x/0.15 N-Achroplan and 20x/0,5 EC Plan-Neofluar (Carl Zeiss) objectives on an AxioImager 2 microscope and Zen2™ software (Carl Zeiss Microscopy). This staining was used to evaluate disc structure, and four blinded graders scored NP and AF compartments using Modified Thompson Grading. Picrosirius red staining was conducted and imaged in the brightfield and under polarized light using 4x Pol/WD 7.0 objectives on an Eclipse LV100 POL microscope (Nikon). NIS Elements Viewer software (Nikon) was then used to evaluate the areas of the disc occupied by green (thin fibers), yellow (intermediate fibers), or red (thick pixels) pixels. NP fibrosis was also quantified according the percentage of the NP space occupied by collagen fibers.

### Immunohistology and cell number measurements

For all immunohistochemical stains, antibody-specific antigen retrieval was conducted by way of incubation in either chondroitinase ABC for 30 min at 37 °C, hot citrate solution (pH 6) for 40 min, or proteinase K for 8 min at room temperature. Tissue sections were then blocked in 2%–10% normal serum in PBS-T, and incubated with antibodies against p19 (1:100, Novus NB200-106), p21 (1:200, Novus NB100-1941), collagen I (1:100, Abcam ab34710), aggrecan (1:50; Millipore; AB1031), chondroitin sulfate (1:300, Abcam ab11570), IL-1b (1:100, Novus NB600-633), IL-6 (1:50, Novus NB600-1131), TGFb (1:100; Abcam; ab92486), collagen X (1:500, Abcam ab58632), CA3 (1:150, Santa Cruz), and GLUT-1 (1:200, Abcam, ab40084). For GLUT1, a M.O.M. kit (Vector laboratories, BMK-2202) was used for blocking and primary antibody incubation. Tissue sections were washed with PBS-T and incubated in the dark with the appropriate Alexa Fluor® -594 or -488 conjugated secondary antibody (1:700; Jackson ImmunoResearch Laboratories, Inc.) for one at room temperature. TUNEL staining was conducted using an in situ cell death detection kit (Roche Diagnostic; 12156792910) according to manufacturer’s specifications. All stained sections were washed with PBS-T and mounted with ProLong(™) Diamond Antifade Mountant with DAPI (Fisher Scientific, P36971). Stains were visualized with an AxioImager 2 (Carl Zeiss Microscopy), using 5x/0.15 N-Achroplan and 20x/0,5 EC Plan-Neofluar objectives, an X-Cite® 120Q Excitation Light Source (Excelitas Technologies), AxioCam MRm camera (Carl Zeiss Microscopy), and Zen2TM software (Carl Zeiss Microscopy). Exposure settings remained constant across treatments for each stain.

### Digital image analysis

All immunohistochemical quantification was conducted in greyscale using the Fiji package of ImageJ.^70^ Images with a selected ROI (NP and AF EP) were thresholded to subtract the background, transformed into binary format, and then staining area and cell number were calculated using the *analyze particle* function in Image J software, v1.53e.^9,34^

### Circulating Cytokine Analysis

Blood was collected by intracardiac puncture following sacrifice and centrifuged at 1 500 r/min, at 4 °C for 15 min to isolate the plasma, which was stored at -80 °C until analysis. Levels of proinflammatory proteins and cytokines were analyzed using V-PLEX Mouse Cytokine 19-Plex Kit (Meso Scale Diagnostics, K15255D) according to manufacturer’s specifications.

### Tissue RNA Isolation and Microarray Analysis

NP and AF tissues were dissected from caudal discs (Ca1-Ca15) of 4-week-old (*n* = 6), 17-week-old CT and DQ mice (*n* = 6 mice/treatment). Pooled tissue from a single animal served as an individual sample. Samples were homogenized, and total RNA was extracted using the RNeasy® Mini kit (Qiagen). The purified, DNA-free RNA was converted to cDNA using the EcoDry™ Premix (Clontech). Template cDNA and gene-specific primers (IDT, IN) were added to Power SYBR Green master mix, and expression was quantified using the Step One Plus Real-time PCR System (Applied Biosystems).

Total RNA with RIN > 4 was used for the analysis. Fragmented biotin-labeled cDNA was synthesized using the GeneChip WT Plus kit according to the ABI protocol (Thermo Fisher). Gene chips (Mouse Clariom S) were hybridized with biotin-labeled cDNA. Arrays were washed and stained with GeneChip hybridization wash & stain kit and scanned on an Affymetrix Gene Chip Scanner 3000 7 G, using the Command Console Software. Quality Control of the experiment was performed in the Expression Console Software v 1.4.1.CHP files were generated by sst-rma normalization from Affymetrix.CEL files, using the Expression Console Software. Only protein-coding genes were included in the analyses. Detection above background higher than 50% was used for Significance Analysis of Microarrays (SAM), and the p-value was set at 5%. Gene-level analyses and visualizations were conducted in the Affymetrix Transcriptome Analysis Console (TAC) 4.0 software. To explore the biological significance of the DEGs, these were cleaned using Panther HITS protein^71^ and duplicates were removed. FDR and log fold settings were used for the gene lists as follows: 4–17 weeks, AF: FC ≥ 2, FDR < 0.001; NP: FC > 2, FDR < 0.05; SM/J DQ vs. Veh. 17-weeks; AF and NP: *p*-value < 0.05. Array data are deposited in the GEO database, GSE281300.

### Bioinformatic Analysis

Significantly differentially up- and downregulated genes from the NP and AF compartments were cleaned for only preotein-coding genes using PANTHER classification system database^71^ and enriched analyzed using the GTAC-CompBio Analysis Tool (https://gtac-compbio-ex.wustl.edu, St. Louis, MO).^5,37^ CompBio performs a literature analysis to identify relevant biological processes and pathways represented by the input differentially expressed entities, in this case, DEGs. This is accomplished with an automated Biological Knowledge Generation Engine (BKGE) that extracts all abstracts from PubMed that reference entities of interest (or their synonyms), using contextual language processing and a biological language dictionary that is not restricted to fixed pathway and ontology knowledge bases. Conditional probability analysis is utilized to compute the statistical enrichment of biological concepts (processes/pathways) over those that occur by random sampling. Related concepts built from the list of differentially expressed entities are further clustered into higher-level themes (e.g., biological pathways/ processes, cell types, and structures, etc.). Within CompBio, scoring of entity (DEG), concept, and overall theme enrichment is accomplished using a multi-component function referred to as the Normalized Enrichment Score (NES). The first component utilizes an empirical p-value derived from several thousand random entity lists of comparable size to the user’s input entity list to define the rarity of a given entity-concept event. The second component, effectively representing the fold enrichment, is based on the ratio of the concept enrichment score to the mean of that concept’s enrichment score across the set of randomized entity data. As such, the NES reflects the rarity of the concept event associated with an entity list, as well as its degree of overall enrichment. Complete thematic, entity, and concept-level data for analyses conducted in control and DQ-treated NP and AF tissues are included in Supplementary File 2.

The program was further used to compare the NP and AF profiles from DQ-treated SM/J mice with deposited NP and AF profiles from DQ-treated aged B6N mice (GSE154619) at the concept level. This was done by identifying the biological terms/concepts common across datasets and running those concepts as entities to acquire common themes across projects. An assertion engine tool was also used to determine which comparisons across projects were most similar.

### Human NP in vitro study design

Human cervical NP cells harvested from grade IV and V Pfirrman score discs were plated at passage 3–4, in Dulbecco’s modified Eagle’s medium (DMEM) and 10% fetal bovine serum (FBS) supplemented with antibiotic-antimycotic solution in a humidified atmosphere containing 5% CO_2_ at 378C.^43^ Cells were then split in 4 groups and plated for 24 h: Vehicle control (DMSO 0.1%); stimulus only IL-1β (10 ng/mL).^72^ and IL-6 (0.8 ng/mL).^73^ (#200-01B and #200-06; PeproTech). DQ treatment (Dasatibin 0.25 μmol/L + Quercetin 10 μmol/L).^74,75^ plus stimulus; and T-5224 inhibitor (30 μmol/L).^49,76^ (#SML3778, Sigmaalrich) plus stimulus.

### Real-time Quantitative RT-PCR

Total RNA from Human Grade IV and V NP cells were extracted, the purity was determined by measuring the absorbance at 260 and 280 nm. The isolated RNA was then converted into cDNA. The cDNA thus obtained was subjected to real-time polymerase chain reaction (qRT-PCR) using gene-specific primers by SYBR Green chemistry, and mRNA expression was measured using the StepOnePlus System. Expression was normalized to *Hprt1*. Melting curve analysis confirmed specificity and absence of primer dimers. Samples were run in triplicates with template-free controls; all primers were from Integrated DNA Technologies.

### Senescence-associated β-galactosidase (SA-β-Gal) staining

Cells were grown in collagen coated 12-well plates were washed with PBS, fixed for 10 minutes, and stained with 1 mg/ml X-Gal solution following the manufacturer’s instructions (Cell Signaling Technology, #9860). After overnight incubation at 37 °C without CO₂, cells were washed and examined under a bright-field microscope 10x (EVOS M5000 Invitrogen). Each sample was run in technical triplicate.

### Statistical analyses

All statistical analyses were performed using Prism10 (GraphPad, La Jolla). Data are represented as mean ± SD. Data distribution was assessed with the Shapiro-Wilk normality test, and the differences between the two groups were analyzed by *t*-test or Mann-Whitney, as appropriate. Dunnett’s multiple comparisons test for multiple group comparison. A χ^2^ test was used to analyze the differences between the distribution of percentages. *P* ≤ 0.05 was considered a statistically significant difference.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary File 1

Supplementary File 2

Supplementary Figures Legends

## Data Availability

The microarray dataset that supports the findings of this study is openly available in the GEO database, accession number GSE281300.

# Supplementary material for: Dasatinib and quercetin senolytic treatment delays early onset intervertebral disc degeneration in SM/J mice
**Source:** Bone Res. 2026 Apr 14;14:42. doi: 10.1038/s41413-026-00526-4
**Supplement:** Supplementary file 2 — Supplementary Figure 2

Supplementary Figure 2

					SM/J Model		SPARC Model	B6 Model	
GLOBAL SSIMILARITY SCORE (ASSERTION ENGINE)					0.0554;p<0.001	0.0679;p<0.001	0.1193;p<0.001	0.012, P>0.9	0.082, p<0.001
Theme Name (SenMayo_Murine)	ENTITY_TOTAL	CONCEPT_TOTAL	Pvalue	NEScore	SMJ_AF_UP	SMJ_NP_UP	SPARC_UP	BL6_AF_UP	BL6_NP_UP
					%overlap	%overlap	%overlap	%overlap	%overlap
TNF and Lymphotoxin Signaling	47	18	<0.001	3,231	11%	6%	28%	6%	6%
Insulin-like growth factor (IGF) activity regulation by insulin-like growth factor binding proteins (IGFBPs)	39	9	<0.001	4,184	22%	11%	22%		22%
Tissue Inhibitor Of Metalloproteinases (TIMP) associated ECM remodeling	88	38	<0.001	3,609	3%	3%	11%		11%
GP130 Cytokines/Signaling	98	40	<0.001	3,361	5%	5%	55%		3%
VEGF-A/Angiogenesis related	65	39	<0.001	3,243	18%	21%		3%	13%
HSPG2 (perlecan) degradation by MMP3 plasmin (MMP12)	71	19	<0.001	3,377	21%	16%	37%		26%
Regulation of systemic arterial blood pressure by capillary fluid shift	75	37	<0.001	3,554	5%	14%	16%		3%
Intercellular Adhesion Molecule 1 (ICAM1)-related leukocyte tethering or rolling	93	36	<0.001	3,708	3%	3%	31%		6%
JNK (c-Jun kinases) phosphorylation and activation mediated by activated human TAK1	87	39	<0.001	3,71	3%	3%	13%		5%
Interleukin-3 Interleukin-5 and GM-CSF signaling	55	21	<0.001	3,792	14%	14%	57%		5%
Prostaglandin E2 receptor EP2 subtype	31	12	<0.001	3,93	8%		58%	8%	50%
Beta-catenin destruction complex	63	40	<0.001	3,974	10%		13%	3%	33%
Placental amniotic mesenchymal stromal cell	53	37	<0.001	3,942	8%	38%	5%		3%
Follicular fluid formation in ovarian follicle antrum involved in distinct antral spaces stage	43	39	<0.001	3,939	26%	13%	18%		8%
Theme 27	12	3	<0.001	3,421	33%	33%		67%	33%
FGFR3b ligand binding and activation	9	10	<0.001	3,492	20%	30%	10%		10%
Galactosylation of collagen propeptide hydroxytyrosines by procollagen galactosyltransferases	38	36	<0.001	3,532	17%	14%	6%		17%
Eosinophils related in allergic asthma	39	38	<0.001	3,585	5%	16%	84%		8%
Alveolar smooth muscle	61	32	<0.001	3,364	16%	13%	34%		6%
Inductive mesenchymal to epithelial cell signaling	26	14	<0.001	3,336	7%	7%	36%		21%
Rheumatoid arthritis disease specific synovial fibroblast	52	31	<0.001	3,467	10%	6%	23%		32%
Paroxysmal nocturnal hemoglobinuria (PNH) associated	29	12	<0.001	3,503	25%	8%	17%		33%
MyD88-dependent toll-like receptor 2 signaling pathway	52	20	<0.001	3,54		10%	50%	5%	20%
Carotid atherosclerotic plaque	42	40	<0.001	3,478	5%	5%	13%		23%
Granulocyte macrophage colony-stimulating factor receptor activity	78	40	<0.001	3,698		8%	55%		3%
Vertebral compression fractures	40	39	<0.001	3,901		5%	3%		3%
Interleukin-2 binding	47	11	<0.001	3,902	9%	27%	36%		
Th1/Th17 Skewing	48	35	<0.001	3,904	6%	20%	80%		
CXCR chemokine receptor binding	43	4	<0.001	3,552		25%	50%		25%
Senescence-Associated Secretory Phenotype (SASP)	75	23	<0.001	3,439	4%		13%		4%
Vasoconstriction of artery involved in ischemic response to lowering of systemic arterial blood pressure	54	38	<0.001	3,458		5%	16%		8%
NGF/TNF (6 C-domain) receptor activity	56	11	<0.001	3,458	9%	9%			27%
Endometrium glandular epithelium	53	16	<0.001	3,543	19%	13%	19%		
PDGF/VEGF Signaling	63	6	<0.001	3,507			33%	17%	17%
Binding of TCF/LEF:CTNNB1 to target gene promoters	19	9	<0.001	3,417	11%	11%			
Vascular endothelial growth factor receptor-3 signaling pathway	34	9	<0.001	3,796	44%	22%			
C-X3-C chemokine receptor activity	69	5	<0.001	3,717		20%	20%		
IL-6-type cytokine receptor ligand interactions	46	5	<0.001	3,603	20%				60%

# Supplementary material for: Dasatinib and quercetin senolytic treatment delays early onset intervertebral disc degeneration in SM/J mice
**Source:** Bone Res. 2026 Apr 14;14:42. doi: 10.1038/s41413-026-00526-4

Supplementary Figure 9

A Themes from shared concepts in SM/J NP and B6N NP Upregulated DEGs (DQ vs Veh.)

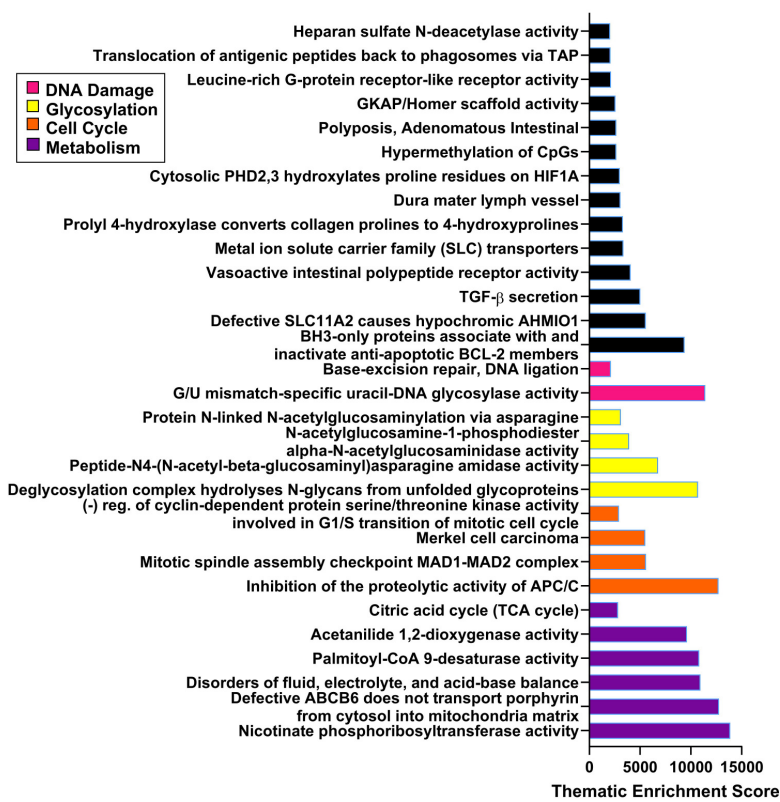

B Themes from shared concepts in SM/J NP and B6N NP Downregulated DEGs (DQ vs Veh.)

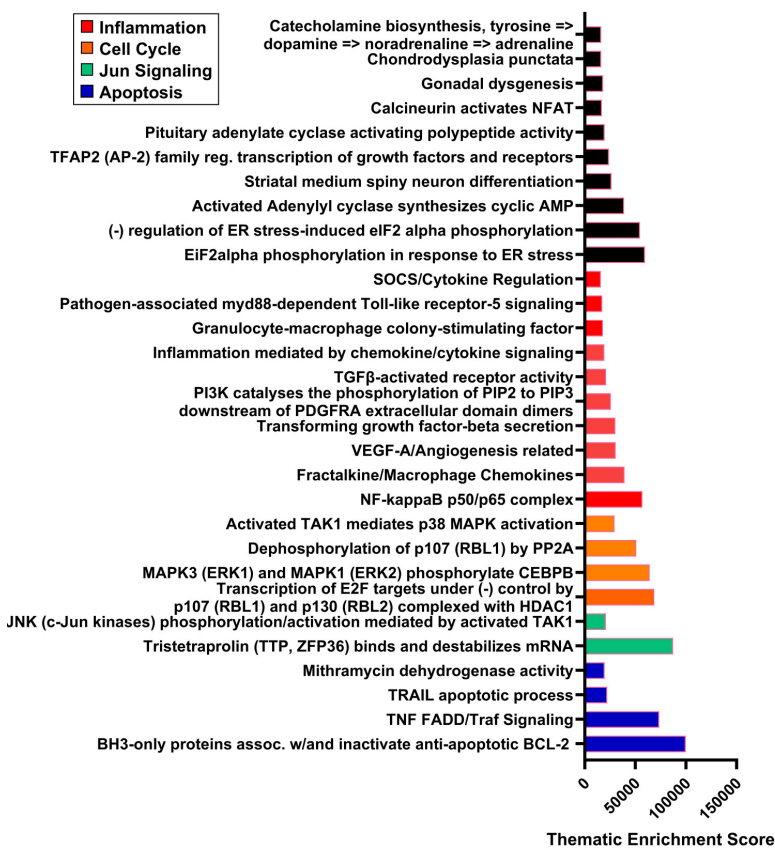

C Themes from shared concepts in SM/J AF and B6N NP Downregulated DEGs (DQ vs Veh.)

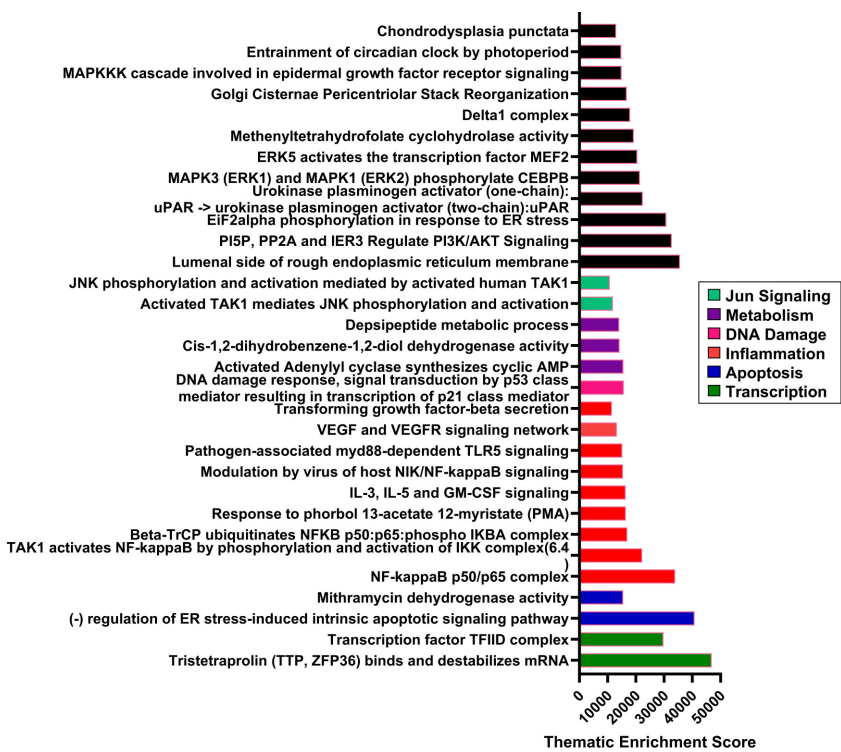

**Supplement:** Supplementary file 9 — Supplementary Figure 9

# Supplementary material for: Dasatinib and quercetin senolytic treatment delays early onset intervertebral disc degeneration in SM/J mice
**Source:** Bone Res. 2026 Apr 14;14:42. doi: 10.1038/s41413-026-00526-4
**Supplement:** Supplementary file 13 — Supplementary Figures Legends

**Supplementary Figure Legends**

**Supplementary Figure 1. Transcriptomic analysis of 4-week-old and 17-week-old SM/J disc tissues. (A)** *EPH-Ephrin Signaling* is an upregulated theme in the NP **(B)** *IL1 and Megakaryocytes in Obesity* **(B’)** *Hypokalemic Alkalosis* and **(B”)** *Negative Regulation of TORC2 Signaling* are upregulated themes in the AF. **(C)** *Transcription of E2F Targets*, **(C’)** *Heparan Sulfate 2-O-sulfotransferase Activity*, and **(C”)** *TNFR1-induces NFkB Signaling Pathway* are downregulated themes in the NP. **(D)** *Arp2/3 Complex Binding* and **(D’)** *Sos-mediated nucleotide exchange of Ras* are downregulated themes in the AF.

**Supplementary Figure 2. Alignment of SM/J , SPARC, and aged B6 with SenMayo gene set.** Global similarity score (assertion engine) results, including all overlapped themes, concepts, and DEGs between SM/J (4-17wk), SPARC (model of senescence-induced disc degeneration)31, aging B6 (model of age-dependent disc degeneration and senescence)12 tissues, and the SenMayo gene set.

**Supplementary Figure 3. (A)** Schematic showing study design: intraperitoneal injections of DQ or a Vehicle control were administered once every week to mice starting at 4 weeks of age and ending at 6-8 weeks of age. **(B-B’)** Safranin/Fast Green/Hematoxylin staining **(B”)** evaluated with modified Thompson scoring shows DQ improves disc degeneration in SM/J mice after just 2-4 weeks of treatment. Images reflect the range of degenerative outcomes across treatment cohorts. Quantitative immunohistochemistry shows reduced **(C-C”)** p19 (NP and AF) and **(D-D”)** p21 (AF only) in DQ-treated SM/J discs, without altered level of IL-6, **(E-E”) in** 6-8 weeks DQ treated mice. On the other hand, 17-week-old Nv treated mice did not present altered senescent burden in comparison to the Vehicle group **(F-H”).** Distribution statistics were determined using a χ^2^ test. 6-8 weeks old n = 5, (3F, 2M/treatment group). n_Nav._ = 3, n_Veh._ = 3, 2-3 discs levels per animal.

**Supplementary Figure 4.** Multiplex plasma analyses show lower levels of **(H)** MIP-2 and **(I)** MCP-1 in DQ-treated SM/J mice, with downward trends observed in **(J)** IP-10, **(K)** TNF-α, and **(L)** IL-4. Analysis shows no change in **(A-H)** proinflammatory molecules, **(I-K)** cytokines with context-dependent pro- or anti-inflammatory roles, and **(LM)** anti-inflammatory proteins the plasma of SM/J mice receiving DQ treatment. Data are shown as mean ± SD. Significance was determined using an unpaired t-test or Mann-Whitney test, as appropriate.

**Supplementary Figure 5. SM/J vertebral bone is minimally responsive toDQ treatment.** **(A-A’)** Representative μCT reconstructions of the hemi-section caudal vertebrae; **(B)** vertebral length, **(C)** disc height, and **(D)** disc height index are unchanged. Trabecular properties of **(E)** bone volume fraction (BV/TV), **(F)** trabecular thickness (Tb. Th.), and **(G)** trabecular number (Tb. N.) did not change, while there was a mild reduction in **(H)** trabecular separation (Tb. Sp.). **(I-I’)** Representative μCT reconstructions of central cross sections of the caudal vertebrae. Analysis of the cortical properties **(J)** bone volume (BV), **(K)** mean cross-sectional bone area (B. Ar.), **(L)** bone perimeter (B. Pm.), and **(M)** cross sectional thickness (Cs. Th.) were unimpacted by DQ treatment). n_CT_=8 mice (5F, 3M), n_DQ_=6 mice (3F, 3M); 3-5 vertebrae/mouse, 4 discs/mouse. Data are shown as mean ± SD. Significance was determined using an unpaired t-test or Mann-Whitney test, as appropriate.

**Supplementary Figure 6. Immunohistochemistry and FTIR analysis show comparable extracellular matrix profiles between DQ- and Veh.-treated 17-week-old SM/J mice.** Quantitative immunohistological staining shows no change in **(A-A”)** COL1, **(C-C”)** ACAN, or **(E-E”)** chondroitin sulfate (CS) abundance in DQ-treated mice. **(G-G”)** COL10 abundance was significantly reduced in the NP by DQ treatment. Data are shown as mean ± SD. Significance was determined using an unpaired t-test or Mann-Whitney test, as appropriate. Distribution statistics were determined using a χ^2^ test. n_DQ_ = 5-7, n_CT_ = 5-7, 3-4 levels each animal. **(B-B”)** Chemical map of mean second-derivative peaks for collagen and quantification of mean second-derivative peaks for collagen (1338 cm^−1^). **(D-D”)** Chemical map of mean second-derivative peaks and quantification of mean second-derivative peaks for proteoglycan (1156 cm^−1^). **(F-F”)** Chemical map of mean second-derivative peaks and quantification of mean second-derivative peaks for chondroitin sulfate (1064 cm^−1^). Red: high relative absorbance; yellow: intermediate relative absorbance; blue: low relative absorbance. Quantification of mean second-derivative peaks for collagen (1338 cm −1). n_DQ_ = 5-7, n_CT_ = 5-7, 3-4 levels each animal.

**Supplementary Figure 7.** **(A)** 859 DEGs were identified in the NP, and 586 DEGs were identifies in the AF, with 33 transcripts commonly mediated by DQ in SM/J mice. **(B)** Commonly differentially expressed genes in NP and AF tissues of DQ-treated SM/J mice. **(C-D”)** Compbio analysis highlighted themes relating to DNA repair (red) and cell cycle (orange) among upregulated DEGs in the NP. 4-week-old (n = 6), 17-week-old CT and DQ mice (n = 6 mice/treatment).

**Supplementary Figure 8. (A-B’)** Compbio analysis of AF tissues highlighted themes relating to development (turquoise), cell cycle (orange), and inflammatory signaling (pink) among upregulated DEGs. 17-week-old CT and DQ mice (n = 6 mice/treatment).

**Supplementary Figure 9. (A)** Significant themes upregulated by DQ in SM/J NP and B6N NP **(B)** significant themes downregulated by DQ in SM/J NP and B6N NP **(C)** significant themes downregulated by DQ in SMJ AF and B6N NP.

**Supplementary Figure 10. (A)** Grade IV Human NP cells exhibit lower expression of *TGFβ* compared to the stimulus group and no changes in *MMP9* and *VEGF*. **(B)** Grade V human NP cells exhibit lower expression of *TGFβ* compared to the stimulus group. Additionally, DQ treatment resulted in a decrease in *MMP9* and *VEGF*. Data are shown as mean ± SD. Significance was determined using a Dunnett's multiple comparisons test (n = 3 independent experiments, performed in triplicate). **(C)** Schematic summarizing the improved degenerative outcomes of SM/J discs treated with DQ: SM/J mice treated with DQ from 4 weeks of age to 17 weeks of age exhibit a reduced frequency and severity of intervertebral disc degeneration, characterized by a decrease in degenerative scores and reductions in fibrosis and fibrotic markers. This was associated with improved disc cell survival, a retention of disc phenotypic markers, and a reduction in senescence and SASP markers. DQ treatment also alleviated systemic inflammation in SM/J mice. Transcriptomic analysis revealed *Zfp36l* and *Junb* as potential regulators of these processes, as they are known to be upstream of master senescence regulators and involved in the regulation of IL-6 and TGF-β.

How the deposited data were processed for this re-analysis (not part of the article)

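The study measured RNA of NP and AF tissues from tail discs of SM/J mice with Clariom S Mouse arrays. There were 32 arrays: 4 of NP and 4 of AF at 4 weeks of age, and 6 of each tissue at 17 weeks after vehicle and 6 of each after Dasatinib at 5 mg/kg with Quercetin at 50 mg/kg. Every array is 1 sample, with its condition taken from the deposited labels. The deposited description of the series names lumbar discs where the sample labels and the paper name tail discs; the labels were followed. In these labels the 4-week arrays, the 17-week NP arrays and the 17-week AF arrays form separate sets, so array set and age cannot be told apart, nor array set and tissue at 17 weeks. At 4 weeks, NP and AF samples share animal numbers, and the same-numbered arrays deviated together with correlations of 0.26, 0.34, 0.05 and 0.25. Other measurements of the paper and other mouse strains were not analysed here.

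The log2 values per array were made by the authors with SST-RMA in Expression Console, which corrects background, quantile-normalizes the arrays of a run and summarizes probes into probe sets, and they were used as deposited. The authors also deposited 4 tables of group averages (log2, Tukey biweight), signed fold changes, p-values and FDR p-values, which they made in TAC and limited to probe sets past an FDR of 0.05 for age and an unadjusted p of 0.05 for DQ. The p-value and FDR columns were used as deposited by the authors. Averages of the per-array values were checked against these tables with a tolerance of 0.01 log2 units. The 4-week and vehicle arrays fit the age tables in every probe set listed and the DQ arrays fit the DQ tables, while the vehicle arrays fit the DQ tables in 1.7% of probe sets in NP and 1.81% in AF. The values of the DQ arrays and of the vehicle arrays therefore come from separate normalization runs.

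The value table has 28846 probe sets, of which 6640 are controls and were left out. The other 22206 were tested. Symbols come from the authors' tables and name 12787 of them, 570 with several symbols. There were 12136 different symbols, of which 92.7% are in the reference gene table. Genes that the authors' tables do not list, or list only with several symbols or under another symbol, have no name here. A gene list therefore counts only its named members. Since the tables hold probe sets that passed a threshold, the share of members that passed is too high. For DQ, list tests used only genes named in the age tables, since the DQ tables hold genes selected by the DQ comparison. Testing every non-control probe set departs from the plan, which foresaw probe sets with 1 symbol, and the narrower set was run as an alternative.

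Each comparison was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the arrays of its groups, two-sided, with Benjamini-Hochberg adjustment. Age was called at a fold change above 2 with FDR below 0.05 in NP and at a fold change of at least 2 with FDR below 0.001 in AF. DQ was called at an unadjusted p below 0.05 and also at FDR below 0.05. NP was compared with AF at each age, and interactions tested whether the effects of age and of DQ differ between the tissues. Gene lists (27) and marker lists (20), 47 in all, were tested with camera at a preset correlation of 0.01 where at least 5 members had a name, with adjustment over the lists of a comparison. Camera compared each list with the other named genes, not with the probe sets without a name. Means of lists were compared by exact permutation tests, two-sided. In the authors' DQ tables, the direction of list members was compared with that of the other probe sets by Fisher's exact test, which takes probe sets as independent. Principal components used the 2000 probe sets with the largest variance.

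The text names, for each comparison, the 6 genes with the largest rise and the 6 with the largest fall whose groups do not overlap, every gene that the paper names, transcripts of the proteins it stained, and up to 4 members of a list with the smallest p. The rule allows these names and does not require all of them. The paper's figures and tables had been seen when it was written. Where a table holds 5 or fewer members of a list, or a gene is singled out besides, the name was chosen after its values were seen.

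These alternatives were set, with the comparisons and thresholds, before the data were examined: the methods' t-test, a SAM-type permutation test, eBayes with trend and robust, a fit over all groups, quantile normalization, median centring, 2 filters on dim probe sets (50% and 75% kept), array weights, muscle and red cell marker means as covariates, other thresholds, leaving out single arrays, a replicate block, camera with an estimated correlation and fry. A covariate for sex was planned and not run, because its genes are not named in the tables. The limit to probe sets with 1 symbol, the animal as a random replicate block in the interaction of age and tissue, counting 1 probe set per gene in Fisher's test, and the alignment of vehicle arrays to the authors' vehicle averages were chosen after the data were seen. The procedure was tested on simulated data, in which changes of 2 log2 units placed in 100 probe sets were recovered at 88% in NP and 92% in AF for age and at 93% and 75% for DQ, and changes of 1 log2 unit at 31%, 40%, 57% and 23%. The authors' filter on detection above background and their limit to protein-coding genes were not repeated, since detection values per array were not used here.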

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

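The tests of explanations in this part and the fit with a random replicate block were chosen after the results had been seen.

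In AF, 1075 chemosensory receptor genes were higher at 17 weeks than at 4 weeks and 3 were lower, and in NP 472 were higher and 2 lower, of 1141 that have a name because an authors' table lists them, so receptor genes that no table lists are left out; the paper's text does not discuss these genes for age, and its supplement has a taste perception theme for DQ (4 matched genes). Of 5222 probe sets named as negative controls, 1223 were higher and 421 lower in AF (median change 0.37). In NP, 596 were higher and 218 lower (0.29), so they moved the same way by less. What these controls match was not examined, so comparisons with them hold only as far as they stand for dim probe sets. A shift of dim probe sets between array runs as the whole cause is argued against, since 99.7% of the receptor genes that passed were higher in AF and 99.6% in NP, while in 1000 draws of negative controls that passed, matched on the mean signal level, the highest share was 70% and 75.1% (89.4% and 84.6% when matched on the level at 4 weeks), a comparison that naming cannot change. The median receptor level lay below that of the negative controls at 4 weeks (5.17 in AF and 5.76 in NP, by 1.13 and 0.66) and about at it at 17 weeks (6.64 and 6.57, controls 6.58 and 6.64). This does not place the receptor genes above these controls. Such a shift may still account for part of the change, and a rise of the receptor transcripts themselves stays open, as does a difference between array runs particular to these probe sets, which was not tested.

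In AF, 37 named of 40 listed markers of osteoblasts, osteoclasts, hypertrophic chondrocytes and endothelium had a median change of -3.19 with age (-3.06 with the other 3 taken as unchanged). A shift of bright probe sets between array runs is argued against, since the lowest median of 1000 lists with the same signal level was -1.10. If vertebral bone with its marrow were carried in the 4-week dissections, marrow cells would be lost too. Of 21 named neutrophil, B cell and macrophage markers, 15 were lower and 4 higher at 17 weeks. More were lower than higher in each of the 3 lists. The mean of the neutrophil list did not pass (exact permutation test, p = 0.062, adjusted over the lists 0.076). Red cell markers went the other way, with a mean of 5.35 at 4 weeks and 6.08 at 17 weeks (exact permutation test, p = 0.0095). Only 2 of 11 listed red cell markers have a name. The blood cell lists therefore do not all go the way that carried marrow predicts. Bone and marrow next to the AF may still account for part of the loss. So may the end of growth and mineralization in the disc between the ages, which was not tested separately.

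In AF, immediate early genes were lower with DQ. Separate normalization of the arrays is argued against, since 27 members were lower and 0 higher in the authors' table from the joint run (exact binomial interval of the share lower, from 87.2%). The interval takes the members as independent, though they vary together between animals and were listed at p below 0.05. It therefore overstates the certainty. The list mean varied among animals of 1 group, with an SD of 1.09 among vehicle and 0.55 among DQ arrays in AF. Both lay above all 1000 random lists (percentile 100, highest random SD 0.22 and 0.53), and so did the SDs in NP and at 4 weeks. Genes that vary together would give this whatever made them vary. The test therefore cannot tell a response to handling or time to freezing from another cause. A response to handling may differ between the treatment groups by how the animals were handled. An effect of DQ on these genes stays open as well.

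The effect of age differed between NP and AF in 1217 probe sets by an interaction test (799 with a higher change in NP and 418 with a lower one), and in 49 probe sets the tissues changed in opposite directions, each at an adjusted p below 0.05 with no fold minimum, with an interaction that passed. NP and AF samples at 4 weeks come from the same animals, and with the animal as a random replicate block 1671 passed the interaction test. At 17 weeks, the labels put NP and AF arrays in separate array sets, so a difference between these sets and the difference between the tissues cannot be told apart. Among the genes that the paper names, Pgf changed by 1.31 in NP and -2.67 in AF, a difference of 3.98 (adjusted p = 1.1e-05 from limma), and Igfbp7 by -1.38 and 0.64, a difference of -2.03 (adjusted p = 0.012 from limma). The effect of DQ differed between the tissues in 40 probe sets by limma, with counts from 0 (without NP DQ replicate 8) to 165 (without AF DQ replicate 24) when single arrays were left out, and from 0 (with either filter on dim probe sets) to 500 (with array weights) under the other alternatives.

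In 54 groups of arrays tested for an array far from the others, 2 had such an array, where chance gives about 1 in 20. AF 4-week replicate 94 had an osteoblast and osteocyte list mean of 12.1, where the next array had 12.53. AF DQ replicate 24 had a median log2 signal of 7.256, where the next had 7.077.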

How the results depend on the processing

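The alternatives below were planned, apart from the limit to single-symbol probe sets, the random replicate block and 1 probe set per gene in Fisher's test, which were chosen after the data were seen; where no reason is given, the cause was not tested. Under settings not listed for it below, each count stayed within 1.5 times of its value at the claim. Of the genes named for age, 65 in NP and 73 in AF kept their direction and their side of the threshold under quantile normalization, and 10 and 60 with the red cell mean as a covariate. With the red cell mean as a covariate, which moves with the groups, the counts were 9 (NP age), 70 (AF age), 1787 (NP DQ at p), 0 (NP DQ at FDR), 24 (AF DQ at FDR), 1907 (NP against AF at 17 weeks), 3 (DQ by tissue), 2 and 4 (age calls shared up and down), and 105 and 244 (DQ calls shared up and down), and St3gal6 in NP changed by -0.17 in place of 1.52. Thresholds: NP age gave 227 at FDR 0.001 and 5163 with no fold minimum, AF age 6826 at FDR 0.05, and NP DQ 2660 with a fold of 1.5 added. The methods' t-test gave 1682 (AF age), 337 (AF DQ at FDR), and 402 and 318 (age shared up and down). The SAM-type test gave 203 (AF age), 0 (NP DQ at FDR, where limma has 4730 at an unadjusted p below 0.05), 0 (AF DQ at FDR, with 3484 at p), and 80 and 62 (age shared). Testing fewer probe sets, the brighter 50% by mean signal gave 2589 (AF age), 2187 and 1324 (DQ at p in NP and AF), 263 and 0 (DQ at FDR), 2827 (NP against AF at 4 weeks), 0 (DQ by tissue), 764 (age by tissue), 632 (age shared up), and 41 and 379 (DQ shared). The highest 75% gave 2259 (AF DQ at p), 429 and 7 (DQ at FDR), 0 (DQ by tissue) and 127 (DQ shared up), and single-symbol probe sets 2634 and 1839 (DQ at p), 512 and 17 (DQ at FDR), 2801 and 2227 (NP against AF at 4 and 17 weeks), 19 (DQ by tissue), and 119 and 359 (DQ shared). The fit over all groups gave 5307 (AF DQ at p), 1610 (AF DQ at FDR) and 135 (DQ by tissue). Array weights gave 2026 and 1274 (DQ at FDR in NP and AF), 500 (DQ by tissue) and 2812 (age by tissue). Muscle as a covariate gave 1403 and 16 (DQ at FDR), trend and robust 220 (AF DQ at FDR) and 73 (DQ by tissue), median centring 166 (AF DQ at FDR), and quantile normalization 78 (DQ by tissue) and 405 (DQ shared down). Lists passing camera numbered 8 in NP and 15 in AF for age, 2 and 3 for DQ and 15 for age by tissue; with an estimated correlation they numbered 0, 1, 0, 0 and 8, and fry gave 16 and 29 for age and 0 for NP DQ. With a replicate block, NP against AF at 4 weeks gave 4379.

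Leaving out single arrays gave 2374 to 3526 (NP age), 2394 to 4050 (AF age), 4088 to 5621 and 2856 to 4505 (DQ at p in NP and AF), 365 to 1435 (NP DQ at FDR) and 8 to 614 (AF DQ at FDR), 4162 to 4475 and 3265 to 4072 (NP against AF at 4 and 17 weeks), 0 to 165 (DQ by tissue), 881 to 1585 (age by tissue), 764 to 1199 and 508 to 822 (age shared up and down), and 220 to 322 and 541 to 753 (DQ shared up and down). The AF age count was 2494, 2410 or 2394 without 4-week replicate 90, 91 or 93. The NP DQ count at FDR was 412, 389, 469 and 1435 without vehicle replicates 1, 3, 4 and 5, and 462, 470, 390, 426, 412 and 365 without DQ replicates 7 to 12. The AF DQ count at FDR was 9, 15, 8, 14, 63 and 49 without vehicle replicates 13 to 18, and 10, 8, 22, 16, 16 and 614 without DQ replicates 19 to 24. The DQ by tissue count was 4, 16, 10, 8, 25 and 22 without NP vehicle replicates 1 to 6, 8, 0, 19, 11, 15 and 13 without NP DQ replicates 7 to 12, 8, 24 and 19 without AF vehicle replicates 15, 16 and 18, and 7, 7, 12 and 165 without AF DQ replicates 19, 20, 23 and 24. A covariate for sex was not run. Signal over background limits dim probe sets: with age in AF, 1786 of the 5552 dimmest probe sets passed an FDR of 0.05 as higher and 367 as lower, against 921 and 2030 of the 5552 brightest.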

Differences from the paper's values

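The alternatives named here were set before the data were examined, and the counts use the paper's thresholds over all non-control probe sets, without its filter on detection and its limit to protein-coding genes. For DQ against vehicle at an unadjusted p below 0.05, the paper gives 382 higher and 441 lower genes in NP, where 1530 and 3200 were called here, and 311 higher and 242 lower in AF, where 1567 and 1917 were called. The paper gives 12 genes higher and 21 lower in both tissues, against 278 and 669 here. Its legend gives 859 genes in NP and 586 in AF, 323 of them higher and 263 lower, and 33 in both tissues, against 4730, 3484, 1567, 1917 and 947. The tables that the authors deposited hold the counts of the paper's text. They come from 1 joint normalization run, while the DQ counts here come from values in which treatment and run cannot be told apart. In NP, the authors' lowest FDR implies 22220 probe sets tested, about as many as the 22206 tested here. Which of the run and the filters makes the difference was not tested. Among the alternatives, only the brighter 50% by mean signal came within 1.5 times of the paper, with 307 higher in NP and 328 higher in AF; the lower and shared counts differed under every alternative run.

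For age, the paper shows about 1000 genes higher in NP, about 1300 higher in AF and about 580 higher in both in Fig. 1, read by eye, where 1677, 2130 and 1067 were called here. The NP count came within 1.5 times of it with the methods' t-test (1155), quantile normalization (1370), median centring (1275) and the brighter 50% by mean signal (975). The AF count did so with quantile normalization (1506), median centring (1671), the brighter 50% (1127) and the highest 75% (1888), and the shared count with the methods' t-test (402), quantile normalization (769), median centring (814) and the brighter 50% (632). The other alternatives differed. As fitted at the claims, the numbers of lower genes did not differ by this measure; under some alternatives they did, among them median centring in NP (1811) and the methods' t-test in AF (867). The second component in NP is about 22% in Fig. 1, read by eye, against 34.7% here, and the third in AF is about 6.3% against 3.92%; with all probe sets in place of the 2000 most variable, they were 21.6% and 6.55%.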

Other observations

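The tests of whether DQ returns genes toward their level at 4 weeks and the count with 1 probe set per gene were chosen after results had been seen, and the splits of the samples were planned.

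At most 100 splits were used for each count, the real one included, so where more exist, a split that was not drawn may call as many. Where no other split used called as many as the real one, chance is argued against and not excluded, and some splits came close. For AF with DQ at p and at FDR and for age by tissue, another split called more than the real one. For these 3 counts the argument rests only on the share of splits, 2 of 100, and is weak. For DQ, the real split is also the split between the normalization runs, so these counts do not tell the treatment from the run. For age, 1 of 100 splits, the real one, reached 3066 in NP (highest other 2925) and 1 of 100 reached 4069 in AF (highest other 0). For DQ, 1 of 100 reached 4730 at p (highest other 4594) and 1 of 100 reached 844 at FDR (highest other 199) in NP. In AF with DQ, 2 of 100 reached 3484 at p (highest other 3502) and 2 of 100 reached 108 at FDR (highest other 154), a count that is 8 without vehicle replicate 15 or without DQ replicate 20. NP against AF gave 4249 at 4 weeks (1 of 35, highest other 0) and 3606 at 17 weeks (1 of 100, highest other 1). The splits at 4 weeks ignore that the NP and AF arrays come from the same animals. For DQ by tissue, 1 of 100 reached 40 (highest other 2), and for age by tissue, 2 of 100 reached 1217, where the highest other was 2265.

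If DQ returned genes toward their level at 4 weeks, genes listed for DQ would change against their age change more often than in simulations of unchanged DQ groups, which share the vehicle arrays. The share was 45.2% in NP, where the simulations gave 64.8% (61.5% to 68%), and 59% in AF, where they gave 62.3% (58.1% to 66.1%). Among listed genes that also passed an FDR of 0.05 with age, it was 44.6% in NP (90 of 202; simulations 69.6% to 79.7%) and 66.8% in AF (205 of 307; simulations 64.3% to 76.3%). The share that a return predicts was not seen in NP, where fewer listed genes changed against age than with it (exact binomial interval 41.8% to 48.7%). The interval and the simulations take genes as independent, and the age and DQ changes come from different normalization runs. A verdict against a return in NP therefore cannot rest on these shares. In AF, both shares lie inside the range of the simulations, so a return stays undecided there as well.

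NP and AF differed in 4249 probe sets at 4 weeks (2444 higher in NP and 1805 lower) and in 3606 at 17 weeks (2351 higher and 1255 lower). At 17 weeks, the labels put the NP and AF arrays in separate array sets, so tissue and array set cannot be told apart there. The AF and NP samples at 4 weeks share replicate numbers, and the paired fit on these numbers called 4379.

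Transcripts of proteins that the paper stained changed as follows with age. Cdkn1a fell by 1.38 in NP (adjusted p = 0.024 from limma, lower in 6 of 6 arrays) and had a change of -0.70 in AF (adjusted p = 0.078). Tgfb1 had a change of -0.45 in both tissues (adjusted p = 0.14 in NP and 0.13 in AF from limma). Col10a1 had a change of 0.23 in NP (adjusted p = 0.85). Of SenMayo genes, 3 were higher and 3 lower with DQ in the authors' NP table, and 4 higher and 2 lower in the AF table.

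Genes that changed in opposite directions with age, chosen after their values were seen, include Ednrb (1.28 in NP and -2.92 in AF, adjusted p = 8.6e-07 for the difference), Sparcl1 (-0.81 and 2.00, adjusted p = 2e-06) and Cilp (-3.48 and 3.76, adjusted p = 0.00018, all from limma). In AF with age, 5 keratinocyte markers of 11 listed and 4 mast cell markers of 7 listed rose (camera for keratinocytes, adjusted p = 0.049, and adjusted p = 0.23 with an estimated correlation). The other markers have no name in the tables. They did not pass, are not on the array, or are listed only with several symbols or under another symbol. Chemosensory receptor genes were higher with DQ in 43 and lower in 19 probe sets of the authors' NP table (Fisher's exact test, adjusted p = 0.0052) and in 34 and 10 of the AF table (adjusted p = 0.03, and 0.046 with 1 probe set per gene). Over the 1109 members named in the age tables, the mean differed by 0.02 in NP (exact permutation test, p = 0.91) and by 0.14 in AF (exact permutation test, p = 0.71), and the camera calls (adjusted p = 0.036 and 0.0079) were lost with an estimated correlation (adjusted p = 0.96 and 0.94).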
